# Postnatal Overfeeding Causes Early Shifts in Gene Expression in the Heart and Long-Term Alterations in Cardiometabolic and Oxidative Parameters

**DOI:** 10.1371/journal.pone.0056981

**Published:** 2013-02-26

**Authors:** Ahmed Habbout, Charles Guenancia, Julie Lorin, Eve Rigal, Céline Fassot, Luc Rochette, Catherine Vergely

## Abstract

**Background:**

Postnatal overfeeding (OF) in rodents induces a permanent moderate increase in body weight in adulthood. However, the repercussions of postnatal OF on cardiac gene expression, cardiac metabolism and nitro-oxidative stress are less well known.

**Methodology/Principal Findings:**

Immediately after birth, litters of C57BL/6 mice were either maintained at 10 (normal-fed group, NF), or reduced to 3 in order to induce OF. At weaning, mice of both groups received a standard diet. The cardiac gene expression profile was determined at weaning and cardiac metabolism and oxidative stress were assessed at 7 months. The cardiac expression of several genes, including members of the extracellular matrix and apelin pathway, was modified in juvenile OF mice. In adult mice, OF led to an increase in body weight (+30%) and to significant increases in plasma cholesterol, insulin and leptin levels. Myocardial oxidative stress, SOD and catalase activity and mRNA expression were increased in OF mice. *In vivo*, diastolic and systolic blood pressures were significantly higher and LV shortening and ejection fraction were decreased in OF mice. *Ex vivo*, after 30 min of ischemia, hearts isolated from OF mice showed lower functional recovery and larger infarct size (31% vs. 54%, p<0.05). Increases in collagen deposition and expression/activity of matrix-metalloproteinase-2 were observed in adult OF mouse hearts. Moreover, an increase in the expression of SOCS-3 and a decrease in STAT-3 phosphorylation were observed in ventricular tissues from OF mice.

**Conclusions/Significance:**

Our study emphasizes that over-nutrition during the immediate postnatal period in mice leads to early changes in cardiac gene expression, which may permanently modify the heart’s structural organization and metabolism and could contribute to a greater susceptibility to myocardial ischemia-reperfusion injury.

## Introduction

Clinical and experimental evidence indicates that the environment during the peri-natal period and early development plays a key role in regulating metabolic tendencies in adulthood, and that nutrition in early life has an impact on the subsequent risk of overweight, hypertension and insulin resistance. Indeed, due to plasticity in gene expression, the neonatal period is critical for the orientation of phenotypic features in adulthood, since epigenetic modifications may permanently impact gene expression and influence the development of chronic diseases. In this field, several groups have shown that inducing early post-natal over-nutrition in rats, just by reducing litter sizes, led to substantial changes in body weight at weaning (nearly 30% increase), which persisted at a lower level in mature animals (10–15% increase) [1]–[3]. In recent research at our laboratory [4] we showed that a cluster of symptoms characteristic of metabolic syndrome occurred in neonatally overfed rats. This finding has led to clearer understanding of the cardiovascular and metabolic consequences of this overweight in rats. We also showed that the cardiac redox environment was modified in overweight adult rats.

Genetically modified mice are of great value to investigate the role of specific genes in the development of diseases. While much work has been done on the cardio-metabolic consequences of genetically db/db or ob/ob obese mice or of high-fat diets, little research has been done on the cardiovascular consequences of simple moderate overweight [5]. In this field, postnatal overfeeding might provide a good experimental model to study the classical risk factors of cardiovascular disease associated with early-induced permanent overweigh. However, very few studies in mice have evaluated the impact of post-natal overfeeding induced by litter reduction on cardio-metabolic and oxidative status in adulthood.

Therefore, the aim of our work was to evaluate the metabolic, oxidative and cardiovascular consequences of moderate overweight induced by post-natal over-nutrition in adult C57BL/6 mice. Additionally, gene expression in the hearts of juvenile (post-weaning) overfed mice was compared with that of normally fed mice in order to determine early changes in gene expression that may be involved in subsequent differences in myocardial function.

## Materials and Methods

### Animals

Adult female C57BL/6 mice (Charles River, L’Arbresle, France) were caged with male mice at a proportion of 2∶1, then housed in individual cages and given water and a standard pellet diet *ad libitum* during pregnancy and lactation. On the second day of life, male pups were randomly distributed among the mothers to achieve cross-fostering and the litter size was adjusted to 10 male pups (normal-fed, NF group), or reduced to 3 male pups in order to induce postnatal overfeeding (over-fed, OF group). Excess pups were rapidly killed by decapitation after anesthesia with isoflurane. After weaning (day 24), mice of both groups had free access to a standard diet (A03, SAFE Diets Augy, France) and water. Throughout life, body weight and food intake were measured weekly then monthly. All animals received humane care and study protocols complied with the institution’s guidelines. The investigation conformed to Directive 2010/63/EU of the European Parliament and to the *Guide for the Care and Use of Laboratory Animals* published by the US National Institutes of Health (NIH Publication No. 85–23, revised 1996) and was approved by the local ethics committee (Comité d’Ethique de l’Expérimentation Animale, Université de Bourgogne, Dijon, France, protocol agreement number: 3710). Throughout the procedure, care was taken to avoid suffering and to ensure animal welfare, for instance through enrichment of the environment in cages.

### Body Composition

Whole body composition (fat mass, lean mass and water) was determined at 7 months in awake mice by using nuclear magnetic resonance technology with an EchoMRI-700™ instrument (EchoMedical Systems, Houston, TX, USA). The mice were killed one week later. Data were analyzed using the manufacturer’s software: Windows XP Professional Edition, Microsoft.

### Echocardiography and Blood Pressure Measurement

Transthoracic echocardiography was consecutively performed in 3 to 7-month-old mice (separate set of experiments) and in 7-month-old mice two days before sacrifice, using the Vevo770™ imaging system (VisualSonics Inc., Toronto, Canada), equipped with a 30 MHz probe. Briefly, the mice were anesthetized with isoflurane and their body temperature was maintained at 37°C with an infrared lamp. The heart was imaged in the long-axis and short-axis view of the left ventricle (LV), with 3 to 5 measurements for each view in order to make an average. The cursor of the M-mode was positioned perpendicular to the anterior wall in order to measure left ventricular end-diastolic and end-systolic diameters (LVEDD and LVESD, respectively) at the level of papillary muscles below the mitral valve tip. Heart rate, fractional shortening (FS) and left ventricular ejection fraction (LVEF) were calculated.

Systolic blood pressure (SBP) and diastolic blood pressure (DBP) were measured using a validated tail-cuff method in anesthetized mice just before the echocardiography. For each mouse, the average of 3 measurements for both SBP and DBP was calculated.

### Plasma and Tissue Sampling

At either 24 days or 7 months old, and after 12-hours fasting, mice from the NF and OF groups were profoundly anesthetized with sodium thiopental (60 mg/kg, i.p.) until total loss of nociceptive reflexes (verified by paw pinching), and heparin was injected (500 UI/kg, i.p.). Blood was collected from the abdominal aorta, and immediately centrifuged at 4°C in order to separate the plasma, and samples were stored at −80°C until subsequent measurements. The hearts were quickly harvested in order to determine gene expression (24 days), oxidative stress markers (7 months old), collagen deposition (7 months old), or to determine ex-vivo susceptibility to ischemia reperfusion injury (7 months old, separate groups of mice). After harvesting, the hearts for gene expression and ventricular antioxidant activity were frozen in liquid nitrogen and stored at −80°C until subsequent measurements.

### Microarray Analysis

Gene expression profiles were determined in the hearts of NF and OF mice at 24-days of age.

### Extraction of Total RNA

Total RNA was extracted from heart samples by Quiazol reagent (Invitrogen, Life Technologies, Saint Aubin, France). The quality and concentration were checked using Agilent technology. Four samples from each age (4 NF and 4 OF, from 24-day-old mice) with sufficient yield and integrity for complete microarray analysis were isolated. Good-quality RNA was amplified and antisense RNA were coupled with Cy3 using the Low RNA input QuickAmp kit (Agilent Technologies), according to the manufacturer’s instructions.

### Hybridization on Microarrays

Transcript profiling was performed using mouse Agilent 8*60 k arrays (G4852A). These microarrays contained 39,430 distinct oligonucleotide probes (60 mers) and 16,251 lincRNAs. 

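Each array carries 62976 features, of which 3671 are controls and 59305 are probe spots. The probe spots hold 55681 distinct probes, and 432 of these are printed on more than 1 spot. The description of 16251 probes names a lincRNA, which is a long RNA with no known protein product, and the description of the other 39430 does not. Each probe is 60 bases long. The annotation in the scanner files gives the probes 34844 distinct gene names, with positions on the mouse build mm9 (NCBI37).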

The list of probes is available online (http://www.chem.agilent.com). Microarray hybridization with labeled-RNA was carried out by the functional genomic platform of the Institut de Pharmacologie Moléculaire et Cellulaire (CNRS, Sophia-Antipolis, France). Quantile normalization was used to level out the magnitude of the measurements. 

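Before normalization, the processed signal, which is the scanner software's intensity after background subtraction on a linear scale, differed in magnitude between the 2 groups. The median over the probe spots was 28.4, 33.7, 30.5 and 32.8 for NF replicates 4, 6, 8 and 9, and 35.0, 38.2, 35.8 and 44.0 for OF replicates 2, 3, 5 and 6. The 75th percentile of the log2 signal was 8.77 ± 0.16 (SD, n = 4) in NF and 9.22 ± 0.18 (SD, n = 4) in OF (exact permutation test, two-sided p = 0.0286, the smallest p that 4 arrays against 4 allow). The probes well above background in every array of a group had a median log2 signal of 8.65 ± 0.16 (SD, n = 4) in NF and 9.10 ± 0.18 (SD, n = 4) in OF. Spike-ins are control RNAs added in fixed amounts before labeling. The mean log2 signal of 7 of them was 12.00 ± 0.19 (SD, n = 4) in NF and 11.93 ± 0.12 (SD, n = 4) in OF, a difference of -0.08 within the spread between arrays (exact permutation test, two-sided p = 0.514). Relative to the spike-ins, the probes were 0.53 higher on the log2 scale in OF. Quantile normalization, which gives all arrays the same distribution of signals, left a median log2 ratio of OF over NF of -0.0039 over all probes. The median was -0.18 when the arrays were scaled to a common 75th percentile instead, and 0.27 with no normalization between arrays.

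**Figure D1:**
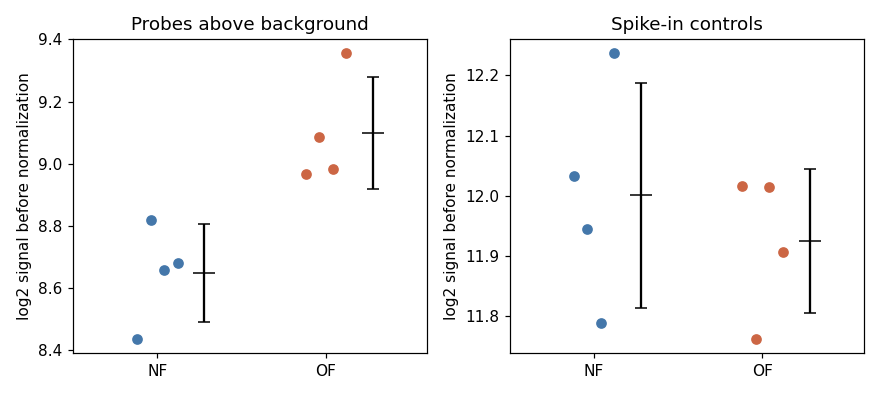
Signal of each array before normalization, on the log2 scale, in NF and OF mice. The left panel plots the median of the probes well above background, and the right panel the mean of the spike-ins; each dot is 1 array, and the bars give mean ± SD (n = 4). The OF arrays lie above the NF arrays in the left panel (means 9.10 and 8.65) and overlap with them in the right panel (means 11.93 and 12.00).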

The statistical analysis was done using Limma (Linear Models for Microarray Data). The microarray results were deposited in the GEO database (http://www.ncbi.nlm.nih.gov/geo/) under GEO Series Accession Number GSE38995.

### Real-time Quantitative PCR for Specific Gene Expression

mRNA (1 µg) was reverse transcribed with MMLV reverse transcriptase (Invitrogen, id.) using random hexamers (Invitrogen, id.) according to the manufacturer’s instructions. Real-time quantitative polymerase chain reaction (RT-PCR) was performed with 2 µl of cDNA using the SYBR-Green PCR Master-Mix (Applied Biosystems) and both sense and antisense primers (5 µM) in a final volume of 20 µL, in a 7500-Fast-Real-Time PCR system (Applied Biosystems). The primers used for the amplification of mouse genes are provided in Table 1. Target gene expression was normalized against the gene expression of housekeeping hypoxanthine-guanine phosphoribosyltransferase (HPRT).

**Table 1:** Forward and reverse sequences of primers used for the amplification of mouse genes.

Gene	Forward (5′ to 3′)	Reverse (3′ to 5′)
HPRT	CTGGTGAAAAGGACCTCTCG	TGAAGTACTCATTATAGTCAAGGGCA
Apelin	CCTTGACTGCAGTTTGTGGA	CTCGAAGTTCTGGGCTTCAC
Apelin receptor (APJ)	ACCTTTGTGGTGACTTTGCC	GCAAAAGACACTGGCGTACA
MnSOD	AACTCAGGTCGCTCTTCAGC	GCTTGATAGCCTCCAGCAAC
Catalase	CCGCAATCCTACACCATGTC	TATCTCCTATTGGGTTCCCG
MMP-2	GAGAAAAGCGCAGCGGAGTGACG	TTCCCCCGCAAGCCCAAGTG

HPRT: hypoxanthine-guanine phosphoribosyltransferase; MnSOD: manganese-superoxide dismutase; MMP-2: matrix metalloproteinase type-2.

### Biochemical Measurements

Plasma glucose concentrations were determined using a glucometer, and plasma insulin, leptin, adiponectin and apelin were determined by EIA using specific commercial kits (Gentaur, Paris, France except for apelin Euromedex, Souffelweyersheim, France). Cholesterol was assayed on a Victor 1420 Multilabel Counter (Wallac-Perkin Elmer Life Sciences, Courtaboeuf, France) using a commercially available kit (Diasys, Condom, France).

### Oxidative Stress Measurements

#### Plasma oxidative stress level

Oxidative stress was determined in 10 µL of plasma by the free oxygen radical test (F.O.R.T, FORM-PLUS-3000, Optimabio, Ollioules, France). The color intensity correlates directly with the amount of hydroperoxide and, consequently, with the level of oxidative stress [6].

### Measurement of Reactive Nitrogen-oxygen Species in the Heart Using Electron Spin Resonance (ESR) Spectroscopy

Freshly harvested hearts were perfused with ice-cold Krebs-Henselheit buffer to remove residual blood. Myocardial biopsies of 3 mm diameter were rinsed, weighed and placed in a 24-well tissue culture plate containing 200 µL of ESR-specific pH 7.4 Krebs-HEPES buffer, to which deferroxamine (25 µM) and diethyl-dithiocarbamate (5 µM) were added to remove traces of contaminant metal ions. The spin probe 1-hydroxy-3-methoxy-carbonyl-2,2,5,5- tetramethyl pyrrolidine (CMH) was added in order to reach a final concentration of 100 µM, then the tissue was incubated for 15 minutes at 37°C, in a 5% CO_2_ atmosphere, in the presence of CMH. In the presence of reactive nitrogen-oxygen species, the ESR-silent CMH hydroxylamine is oxidized into CP^•^ nitroxide radical. The buffer and tissue were collected and immediately frozen in liquid nitrogen then analyzed at 100K in a Bruker X-band EMX spectrometer (Wissembourg, France) using an HS cavity. The height of the central anisotropic peak of the CP^•^ signal was measured (in arbitrary units, AU) and the results were expressed in AU/mg of fresh tissue.

### Antioxidant Enzyme Activity in the Heart

Superoxide dismutase (SOD) was measured in heart samples using a method described previously [7]. Catalase activity in the heart was measured using a modified method [8] derived from Aebi [9]. All cardiac enzyme activities were related to protein content determined by the Lowry method.

### Ventricular Remodeling

#### Collagen content

Intact ventricles from freshly-harvested hearts were fixed in 4% paraformaldehyde. Histological analysis was used to determine the development of cardiac fibrosis by staining paraffin sections for total collagen with picrosirius red as described before [4].

#### Matrix metallo-proteinase-2 (MMP-2)-associated gelatinase activity

Proteins were extracted from frozen intact heart tissue in lysis buffer containing 250 mM Tris-HCl (pH 7.4), 200 mM NaCl, Nonidet-P40 1%. Matrix metallo-proteinase-2 (MMP-2)-associated gelatinase activity was determined as described before [4].

### Susceptibility to ex vivo Ischemia/Reperfusion (I/R) Injury

#### Preparation of isolated hearts

After the mice had been anesthetized with sodium thiopental (60 mg/kg, i.p.), heparin was injected (see previously) and the hearts were excised and placed in a cold (4°C) perfusion buffer bath until contractions ceased. The hearts were cannulated in the Langendorff mode, as described previously [4]. Coronary flow, heart rate (HR) and left ventricular pressures: left ventricular end-diastolic pressure (LVEDP), left ventricular end-systolic pressure (LVESP), left ventricular developed pressure (LVDP = LVESP-LVEDP), and the first derivative of LVDP, left ventricular maximal pressure development (+dP/dt) and relaxation (−dP/dt) were recorded throughout the experiments.

#### Ischemia/Reperfusion (I/R) protocol

The isolated hearts were initially perfused in the Langendorff mode for 20 minutes for stabilization. The cardiac parameters were then recorded for 12 min, after which the perfusion was turned off in order to induce 30 min of total global normothermic ischemia, which was followed by reperfusion in the Langendorff mode for 2 hours.

#### Infarct size

At the end of 2 h of reperfusion, the hearts were cut into five transverse slices, each about 1 mm thick. These slices were then incubated in triphenyl tetrazolium chloride (TTC) solution in phosphate buffer (pH 7.4, 37°C) for 20 minutes. After incubation in TTC, the slices were photographed from both sides and contoured with image analysis software (Histolab) to delineate the borders of the entire heart and the infarcted area (white). The infarct size was calculated as a percentage of the total myocardial area.

#### Western blot analysis

Phosphorylated states of signal transducer and activator of transcription-3 (phospho-STAT-3 Tyr 705) and total levels of STAT-3 were analyzed by sodium dodecyl sulfate-polyacrylamide gel electrophoresis with antibodies (Cell Signaling, Ozyme, Saint Quentin Yvelines, France) as described elsewhere [10], in protein lysates extracted from intact heart ventricles from 7-month-old mice from both groups. The expression of suppressor of cytokine signaling-3 (SOCS-3) was also analyzed by the same method with antibodies (Cell Signaling, Ozyme, Saint Quentin Yvelines, France), and normalized to the expression of HSC70. Equal loading was verified with Ponceau staining and levels of phosphorylated proteins were normalized to their total protein levels performed in the same samples and under the same conditions but on a separate membrane. Relative densitometry was determined using computer software.

### Statistical Analysis

The results are expressed as mean values ± SEM. The statistical significance of differences between two means was determined by a Student’s *t*-test. For weight gain, repeat ANOVA was performed to investigate differences between the two groups.

## Results

### Body Weight and Body Composition

Weight gain was significantly greater in overfed pups during the suckling period (figure 1A). At weaning (day 24), the body weight of OF mice was 30% greater than that of NF mice. This difference persisted in mature mice (figure 1B). This higher body weight was associated with a significantly greater body fat mass (+47%) and lower lean mass (−7%) in OF mice (figure 1C).

**Figure 1:**
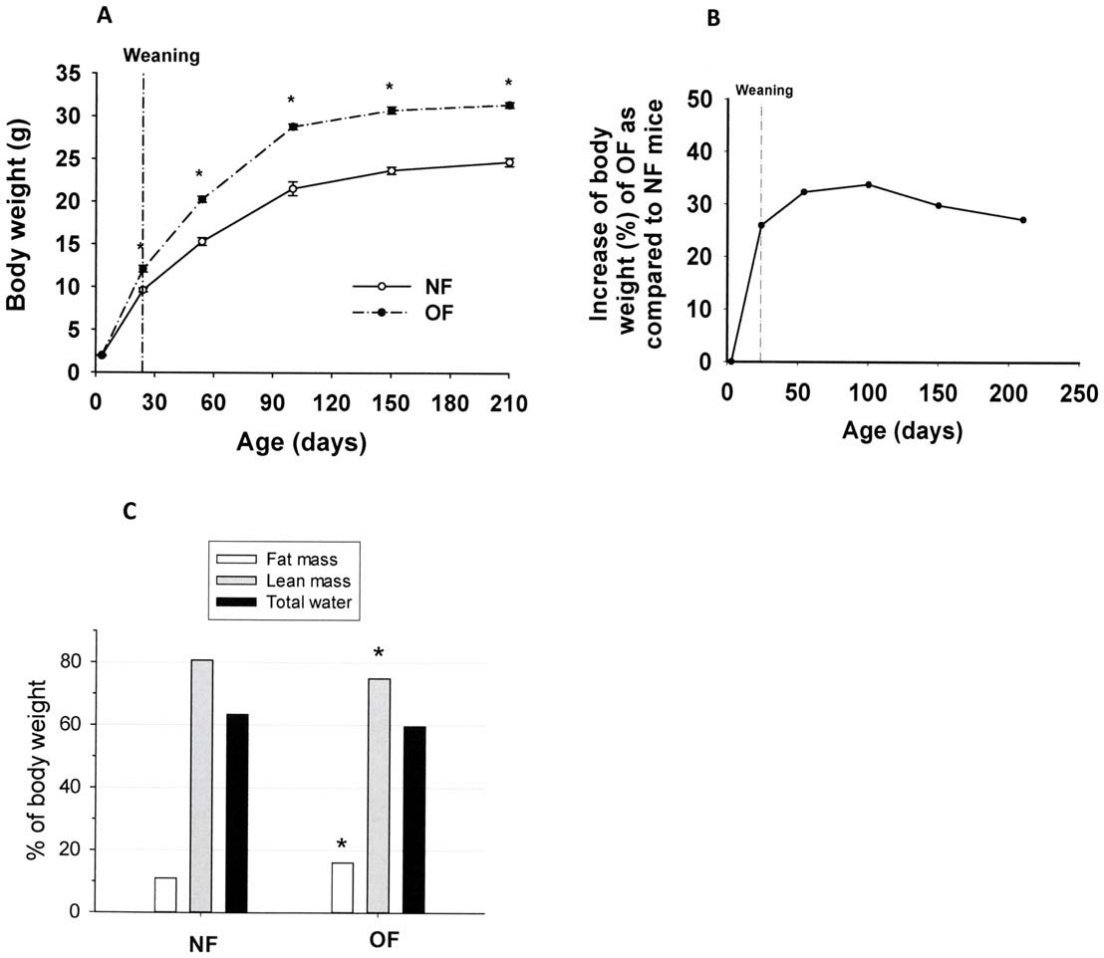
Increase in body weight and body composition during life in mice postnatally overfed (OF) by litter size reduction (3 pups/litter) or normally fed (NF) in litters of normal size (10 pups/litter). A: Body weight from birth to 210 days (7 months) of OF and NFmice. Results are expressed as means ± SEM. *, P<0.05 was considered significant (one-way ANOVA). B: Percentage of mean body weight increase in OF mice as compared with that in NF mice. C: Body composition (fat mass, lean mass and total water), measured by nuclear magnetic resonance, as a percentage of body weight in OF mice and NF mice. *, P<0.05 was considered significantly different. Data are expressed as means ± SEM from 10 animals per group.

### Biochemical Parameters

As shown in Table 2, total cholesterol in 7-month-old OF mice was 15% greater than that in NF mice. Plasma levels of fasting insulin and leptin were also significantly greater in OF mice than in NF mice (p<0.05). Fasting plasma glucose, adiponectin and apelin in the two groups were no different.

**Table 2:** Metabolic parameters of NF and OF mice groups. Fasting blood glucose was assayed by glucometry; cholesterol and triglycerides were assayed using colorimetric methods and plasma insulin, leptin and adiponectin were estimated using ELISA. P was calculated by Student’s *t*-test.

		NF		OF
Fasting glucose (mmol/l)		10.27±0.61		10.36±0.59
Cholesterol (g/l)		0.68±0.03		0.78±0.02*
Insulin (ng/ml)		0.99±0.08		1.64±0.19*
Leptin (ng/dl)		0.39±0.02		0.91±0.16*
Adiponectin		16.56±2.35		9.02±0.92
Apelin (pg/ml)		3.31±0.03		3.32±0.04

* , *P*<0.05, NF vs. OF group.

### Microarrays Analysis

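Hearts of 8 male mice aged 24 days were profiled, 4 raised in normal-sized litters (NF) and 4 in reduced litters (OF), with 1 array for each heart. By the numbers in the sample labels, the NF mice are replicates 4, 6, 8 and 9 and the OF mice replicates 2, 3, 5 and 6. The labels give an RNA integrity number of 8 for every sample and do not name the litter of each mouse, so littermates, which are not independent, cannot be told apart from unrelated mice. All arrays are on 1 slide, with the NF hearts in one slide row and the OF hearts in the other, so the slide row and the feeding group cannot be told apart. Cy3-labeled RNA was hybridized and scanned, and the authors extracted the intensity of each spot with Agilent's Feature Extraction software, which subtracts the background and does not normalize between arrays. The share of probe spots well above background was between 50.3% and 55.4% in NF (median 53.5%) and between 54.5% and 55.1% in OF (median 54.95%). No probe spot was saturated, and between 184 and 277 probe spots per array, marked as outliers by the software, were left out. From there, the log2 processed signal was quantile-normalized, spots of the same probe were averaged, and OF was compared with NF by limma 3.58.1 over 55681 probes. P-values were adjusted by the Benjamini-Hochberg method over all probes. A probe was counted as detected when it was well above background in all 4 arrays of a group, which held for 28021 probes. For single genes, an exact permutation test over the 70 assignments of 8 arrays was added. A gene with several probes is represented by the probe with the highest mean signal over all arrays. After normalization, the correlation between arrays, taken across probes, was between 0.981 and 0.991. The first principal component held 21.9% of the variance and separated the NF from the OF arrays. The number of arrays limits the precision.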

RNA samples of 24-day-old hearts were analyzed. In these hearts, we isolated 822 genes that were differentially expressed in OF and NF mice (with p<0.05). 

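In the limma comparison, 449 probes with 423 gene names had an adjusted p below 0.05, of which 295 were higher and 154 lower in OF. Without adjustment, 8635 probes with 7362 gene names had p below 0.05, where 2784 probes would be found by chance. Over all probes tested, the values of the 4 OF arrays did not overlap with those of the 4 NF arrays for 6283 probes, where chance gives 2.86% of the 55681. Of the 449 probes, 406 were detected and 43 were not. The count depended on the processing. With the slide column as a block, which leaves 3 residual degrees of freedom, 0 probes had an adjusted p below 0.05 in limma and 8752 an unadjusted p below 0.05. The restriction to detected probes gave 1715 probes with adjusted p below 0.05. Scaling to the 75th percentile gave 7 such probes, 2 higher and 5 lower in OF, with all 449 probes in the same direction and 448 of them at an unadjusted p below 0.05. The deposited values gave 1059 higher and 18 lower. With 1 array left out, the count was 4 without NF replicate 4, 33 without NF replicate 6, 9 without NF replicate 8 and 13 without NF replicate 9. It was 8 without OF replicate 2, 8 without OF replicate 3, 42 without OF replicate 5 and 25 without OF replicate 6. All 449 probes kept their direction in these 8 fits. Among the probes with adjusted p below 0.05, those with the largest increase were, after Scn4b, probes with little signal in NF. A ratio against arrays that are not above background is given as an approximate lower bound, taken against the lowest signal on each of these arrays that was well above background. The brighter group enters with the mean of all 4 arrays, including those not above background for the probe, so the bound is not strict. Pbk was at least 1.23-fold higher in OF (above background in 3 OF arrays and 0 NF arrays, adjusted p = 0.0316), and 2610002D18Rik at least 1.08-fold higher (above background in 2 OF arrays, adjusted p = 0.0450). Cenph and the lincRNA probe A_30_P01033194 on chromosome 10 were above background in 1 OF array only, and their bound lies under 1. Of the probes with the largest decrease, Klk1b26 was at least 1.53-fold lower in OF (above background in 3 NF arrays and 0 OF arrays, adjusted p = 0.0484). A_55_P2036086, Galr3 and the lincRNA probe A_30_P01025363 on chromosome 6 were not above background in any array, so no ratio is given for them.

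**Figure D2:**
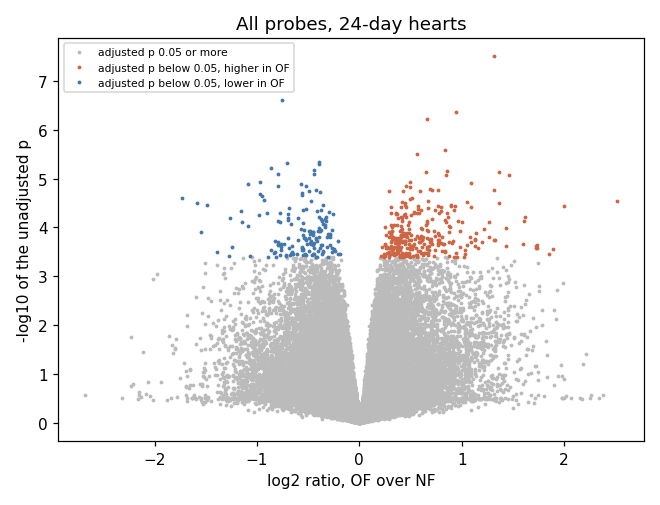
Each point is 1 of the 55681 probes, plotted by its log2 ratio of OF over NF on the x axis and by -log10 of its unadjusted p from limma on the y axis. Red points are the 295 probes with adjusted p below 0.05 that are higher in OF, and blue points the 154 that are lower; under 75th percentile scaling these counts were 2 and 5.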

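A filter on mean log2 signal, absolute log2 ratio and the lod score, which is limma's B statistic or the log odds that a gene changed, was applied to the same fit. It was applied once to probes with a mean log2 signal below 7 and once to probes above 7, with an absolute log2 ratio above 0.7 and B above 2 in both. Among probes above 7, 19 passed, 11 under-expressed and 8 over-expressed in OF. Among probes below 7, 38 passed, 11 under-expressed and 27 over-expressed. Lowering the log2 ratio threshold to 0.4 raised the count above 7 to 68, with 26 under-expressed and 42 over-expressed probes. Lowering the threshold of B to 0 raised it to 46, and that of the probes below 7 to 135. Leaving out 1 array in turn gave between 6 probes, without OF replicate 2, and 16 probes, without NF replicate 6, above 7. The balance of directions depended on the normalization. With 75th percentile scaling, 40 under-expressed probes passed below 7. With no normalization between arrays, a setting chosen after seeing the data, 52 over-expressed and 0 under-expressed probes passed below 7. Above 7, that setting gave 30 over-expressed and 0 under-expressed probes.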

Using log2 signal<7+?log2ratio?>0.7+lodScore>2 as a new filter, we restricted our results to 102 targets corresponding to 35 under-expressed and 67 over-expressed genes; the full list of these 102 genes classified according to the seven functional categories described by Hwang et al. [11], is presented in Data Supplement Table 1. Among these 102 differentially expressed genes, structural genes accounted for 12% of over-expressed genes, principally collagen encoding genes (Table 3), in OF mice. Moreover, we noted that the apelin receptor (APJ) gene was strongly over-expressed (ratio: 1.80, p = 0.012) and its intracellular negative regulator, Rab7, was under-expressed in OF mice (ratio = 0.80, p = 0.032).

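Of the gene names on the array, 43 are those of collagen chains, and 31 of these were detected in these hearts. The median log2 ratio of OF over NF over the 43 genes was 0.31, and 0.39 over the 31 detected. In OF, 35 of the 43 were higher and 8 lower. As a set, the collagen genes were higher in OF by camera, a test of a gene set against all other genes, with a preset correlation of 0.01 (p = 4.0e-09) and by fry (p = 0.00234). With the correlation estimated from the data, camera gave p = 0.0549. The median of the 43 genes on each array, as deviations from the mean of each gene, was higher on every OF array than on every NF array (exact permutation test, two-sided p = 0.0286), with -0.18 ± 0.12 (SD, n = 4) in NF and 0.15 ± 0.09 (SD, n = 4) in OF. The median stayed above 0 with every normalization tried, from 0.17 with normexp background correction to 0.70 with the values that were not normalized between arrays, which is 0.43 above the median of all probes there. Of the single genes, 5 had an adjusted p below 0.05, and 20 when p was adjusted over the list alone. These 5 are Col14a1 (log2 ratio 0.77), Col15a1 (0.71), Col20a1 (0.78), Col5a1 (0.63) and Col6a1 (0.48), with adjusted p from 0.0414 to 0.0489 in limma. None of the 5 stayed below 0.05 when any 1 array was left out, the lowest adjusted p being 0.0622. Col3a1, the brightest of the collagen genes, had a log2 ratio of 0.70 (SE 0.13, adjusted p = 0.0631) and Col1a1 of 0.55 (SE 0.12, adjusted p = 0.0879). NF replicate 8 had a higher Col1a1 and Col6a2 signal than the other NF arrays, by more than the spread among those.

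**Figure D3:**
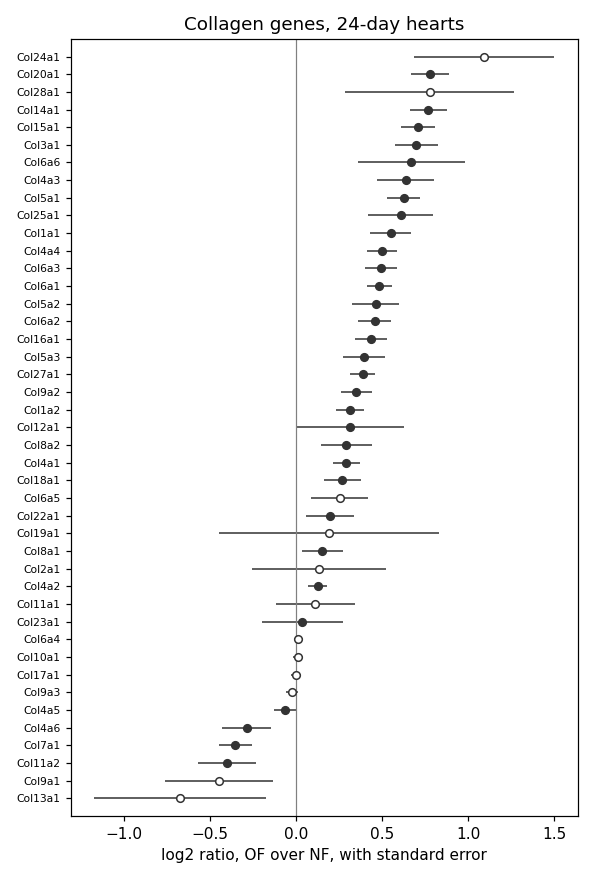
Log2 ratio of OF over NF for each of the 43 collagen genes, with its standard error (n = 4 mice per group). Filled points are the 31 genes detected in these hearts and open points the others; 35 of the 43 lie above 0, and 28 with 75th percentile scaling.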

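The gene of the apelin receptor, Aplnr (NM_011784), was read by a probe on chromosome 2 of mm9 from 84979638 to 84979697. Its normalized log2 signal was 10.56 ± 0.23 (SD, n = 4 mice) in NF and 11.43 ± 0.06 (SD, n = 4) in OF. This is a log2 ratio of 0.87 (SE 0.11, adjusted p = 0.0405 from limma), or a ratio of 1.83, and every OF mouse was above every NF mouse (exact permutation test, two-sided p = 0.0286). The adjusted p was between 0.00909, with normexp background correction, and 0.147, with the slide column as a block, over the processing choices set beforehand, and between 0.00517 and 0.457, with the brightness of the arrays as a covariate, over those added later. With 1 mouse left out in turn, the log2 ratio stayed between 0.77 and 0.96, and the adjusted p rose to between 0.0520 and 0.104. Rab7 (NM_009005) was read by a probe on chromosome 6 from 87950462 to 87950521. Its normalized log2 signal was 11.30 ± 0.03 (SD, n = 4 mice) in NF and 10.93 ± 0.06 (SD, n = 4) in OF. The log2 ratio was -0.38 (SE 0.04, adjusted p = 0.0316 from limma), a ratio of 0.77, again with no overlap between the groups. Leaving out 1 mouse in turn gave log2 ratios from -0.41 to -0.36. The adjusted p then stayed below 0.05 only without OF replicate 5 (0.0488) and reached 0.0900 at most. The direction of Rab7 depended on the normalization between arrays: without it the log2 ratio was 0.09 (adjusted p = 0.802), which is below the median of all probes.

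**Figure D4:**
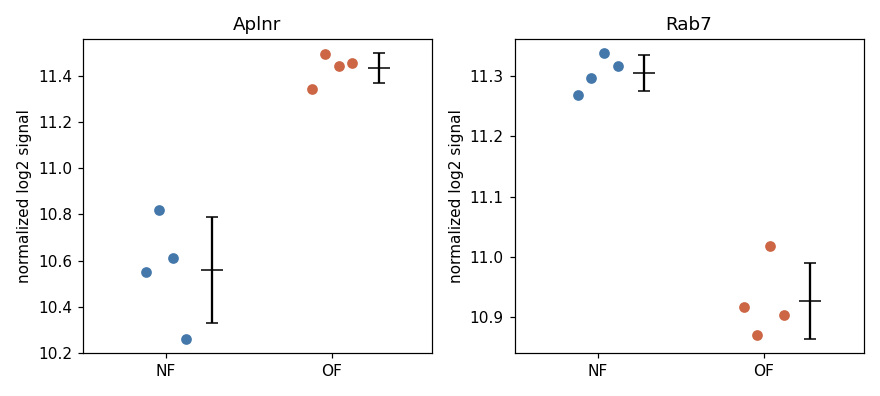
Normalized log2 signal of Aplnr (left) and Rab7 (right) in the hearts of NF and OF mice. Each dot is 1 mouse, and the bars give mean ± SD (n = 4). Every OF mouse is above every NF mouse for Aplnr (means 11.43 and 10.56) and below every NF mouse for Rab7 (means 10.93 and 11.30; without normalization between arrays, where most probes are higher in OF, Rab7 is not lower in OF but stays below the median of all probes).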

**Table 3:** List of genes differentially expressed between NF and OF mice at 24 days of age.

Gene	Description		FD	p
*Structure genes*				
**Ctnna3**		**catenin (cadherin associated protein), alpha-3**	**0.70**	**0.013**
**Dmd**		**dystrophin, muscular dystrophy**	**0.66**	**0.022**
**Mylk3**		**myosin light-chain kinase-3**	**0.65**	**0.023**
**Acta1**		**actin, alpha-1, skeletal muscle**	**2.03**	**0.012**
**Col14a1**		**collagen, type XIV, alpha-1**	**1.50**	**0.024**
**Col15a1**		**collagen, type XV, alpha-1**	**1.44**	**0.019**
**Col20a1**		**collagen, type XX, alpha-1**	**1.50**	**0.022**
**Col5a1**		**collagen, type V, alpha-1**	**1.53**	**0.018**
**Col6a1**		**collagen, type VI, alpha-1**	**1.41**	**0.024**
**Emilin1**		**elastin microfibril interface-1**	**1.37**	**0.024**
**Myl1**		**myosin, light polypeptide-1**	**1.89**	**0.017**
Actn1		actinin, alpha-1	1.29	0.040
Col16a1		collagen, type XVI, alpha-1	1.35	0.048
Col1a1		collagen, type I, alpha-1	1.50	0.036
Col3a1		collagen, type III, alpha-1	1.67	0.033
Col4a4		collagen, type IV, alpha-4	1.38	0.034
Col6a2		collagen, type VI, alpha-2	1.36	0.045
Col6a3		collagen, type VI, alpha-3	1.40	0.036
Dync2li1		dynein cytoplasmic-2 light-intermediatechain-1	1.36	0.045
Fbln7		fibulin-7	1.43	0.027
Sept9		septin-9	1.35	0.035
Vim		vimentin	1.34	0.040
*Other genes*				
**Ednrb**		**endothelin receptor type-B**	**0.63**	**0.012**
**Edn1**		**Endothelin-1**	**1.39**	**0.019**
**Aplnr**		**apelin receptor**	**1.80**	**0.012**
**Gsta1**		**glutathione S-transferase, alpha-1**	**1.50**	**0.013**
**Igf1**		**insulin-like growth factor-1**	**1.39**	**0.024**
**Igfbp4**		**insulin-like growth factor binding protein-4**	**1.48**	**0.017**

Bold genes are genes extracted from the list of 102 genes and the others are from the list of 822 genes.

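All 28 genes of Table 3 changed in the direction that the paper gives, each with an unadjusted p below 0.05. In the limma comparison, 13 of the 28 had an adjusted p below 0.05, and 28 when p was adjusted over the list alone. The paper chose the list on these arrays, so neither the shared directions nor these counts are independent evidence. Several probes exist for 12 of the genes, and with any probe counted 17 had an adjusted p below 0.05. The ratio was within 0.05 of the paper's for 16 genes, and for 23 with the median signal without background subtraction. The count of 13 rose to 26 with normexp background correction, and fell to 0 with 75th percentile scaling or the slide column as a block and to 1 with the methods' t-test. It was 1 without NF replicate 6, 2 without OF replicate 5, and 0 without each of the others. Outside the collagens, the list holds genes of the extracellular matrix and the cytoskeleton. Among these, Ctnna3 fell by 0.71 on the log2 scale (SE 0.06, adjusted p = 0.0259), and Vim rose by 0.42 (SE 0.07, adjusted p = 0.0578). Emilin1 rose by 0.51 (SE 0.09, adjusted p = 0.0620), Sept9 by 0.44 (SE 0.07, adjusted p = 0.0541) and Actn1 by 0.43 (SE 0.08, adjusted p = 0.0643). Fbln7, a dim gene with a mean log2 signal of 5.83 in NF and 6.42 in OF, had the highest adjusted p of the list (0.191), with 0.83 (adjusted p = 0.0344) on its other probe. Mylk3 had a log2 ratio of -0.27 (SE 0.06, adjusted p = 0.107) on its brightest probe, and -0.53 and -0.77 on 2 other probes. Without normalization between arrays, the brightest Mylk3 probe was at 0.14, above 0 but below the median of all probes.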

Quantitative real-time PCR analysis performed on 24-day-old mouse heart mRNA extracts confirmed the relative over-expression of APJ, but also of apelin itself in young postnatally overfed mice (figure 2 A and B). The relative expressions of these genes were not different in 7-month-old OF and NF mice (data not shown).

**Figure 2:**
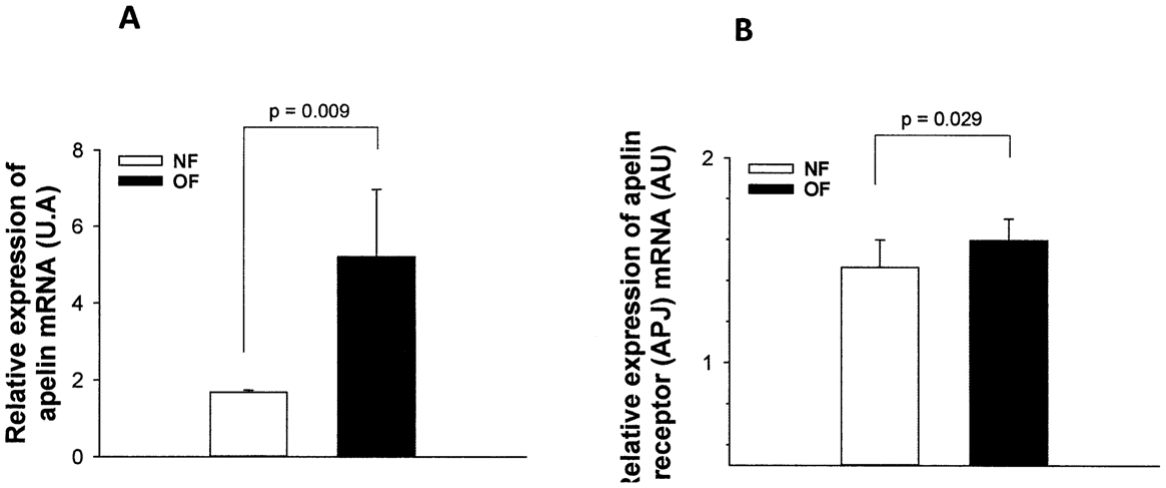
Apelin and apelin receptor (APJ) gene expression in myocardial tissue mRNA extracts from young (24 days) postnatally normal-fed (NF) or overfed (OF) mice. The mRNA expression of (A) apelin and (B) apelin receptor genes was measured by quantitative RT-PCR in myocardial tissues extracted from juvenile (24 days) mice that were overfed (OF) by litter size reduction (3 pups/litter) or normally fed (NF) in litters of normal size (10 pups/litter). Results are expressed as means ± SEM from 8 animals per group. P was calculated by Student’s *t*-test.

### Oxidative Stress Measurements in Plasma and Tissues

We observed significantly higher plasma levels of hydroperoxides (figure 3A) in the OF group than in the NF group.

**Figure 3:**
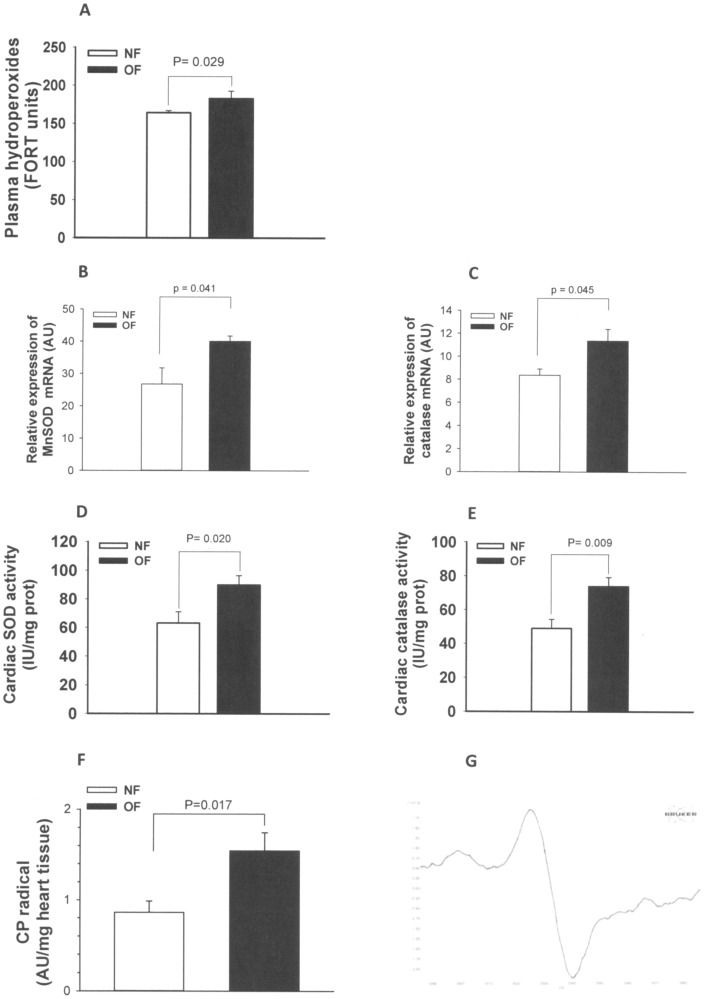
Oxidative stress indexes in plasma and heart tissue of 7-month-old mice that were postnatally overfed (OF) by litter size reduction (3 pups/litter) or normally fed (NF) in litters of normal size (10 pups/litter). A: Plasma hydroperoxides, considered as a marker of peroxidation in the circulation, were measured in OF and NF mice (FORT test). B: Cardiac MnSOD mRNA relative expression measured by quantitative RT-PCR in myocardial tissues extracted from adult (7 months) NF or OF mice. C: Cardiac catalase mRNA relative expression measured by quantitative RT-PCR in myocardial tissues extracted from adult (7 months) NF or OF mice. D: Cardiac global superoxide dismutase (SOD) enzymatic activity. E: Cardiac catalase enzymatic activity. F: CP^•^ nitroxide radical formation in heart tissue, measured with electron paramagnetic resonance spectroscopy. Under the presence of reactive nitrogen and oxygen species, the cell-permeable CMH hydroxylamine probe is converted into the nitroxide CP^•^ radical, which can be considered a marker of tissue nitro-oxidative stress. G: Representative anisotropic signal of CP^•^ radical in heart tissue at 100K. Data are expressed as means ± SEM from 10 animals per group. P was calculated by Student’s *t*-test.

In heart ventricular tissue, a characteristic anisotropic signal corresponding to the oxidation of CMH into CP^•^ nitroxide radical by reactive nitrogen-oxygen species was observed (figure 3C). After quantification of the signals, we found a far higher level of CMH oxidation (+79%) in myocardial biopsies from OF mice (figure 3B).

In heart ventricular tissue from 7-months old mice, expression of Mn-SOD and catalase mRNA (figure 3D and 3E) as well as global SOD and catalase activity were significantly higher in the OF group than in the NF group (figure 3F and 3G). No differences were found in juvenile hearts from 24-days-old OF and NF mice for the gene expression of these antioxidant enzymes (data not shown).

### In vivo Cardiac and Vascular Function

In 7-month-old anesthetized mice diastolic, systolic and mean arterial blood pressure was slightly but significantly higher (+10 mmHg) in the OF group (figure 4A). There was no significant difference between the groups for heart rate.

**Figure 4:**
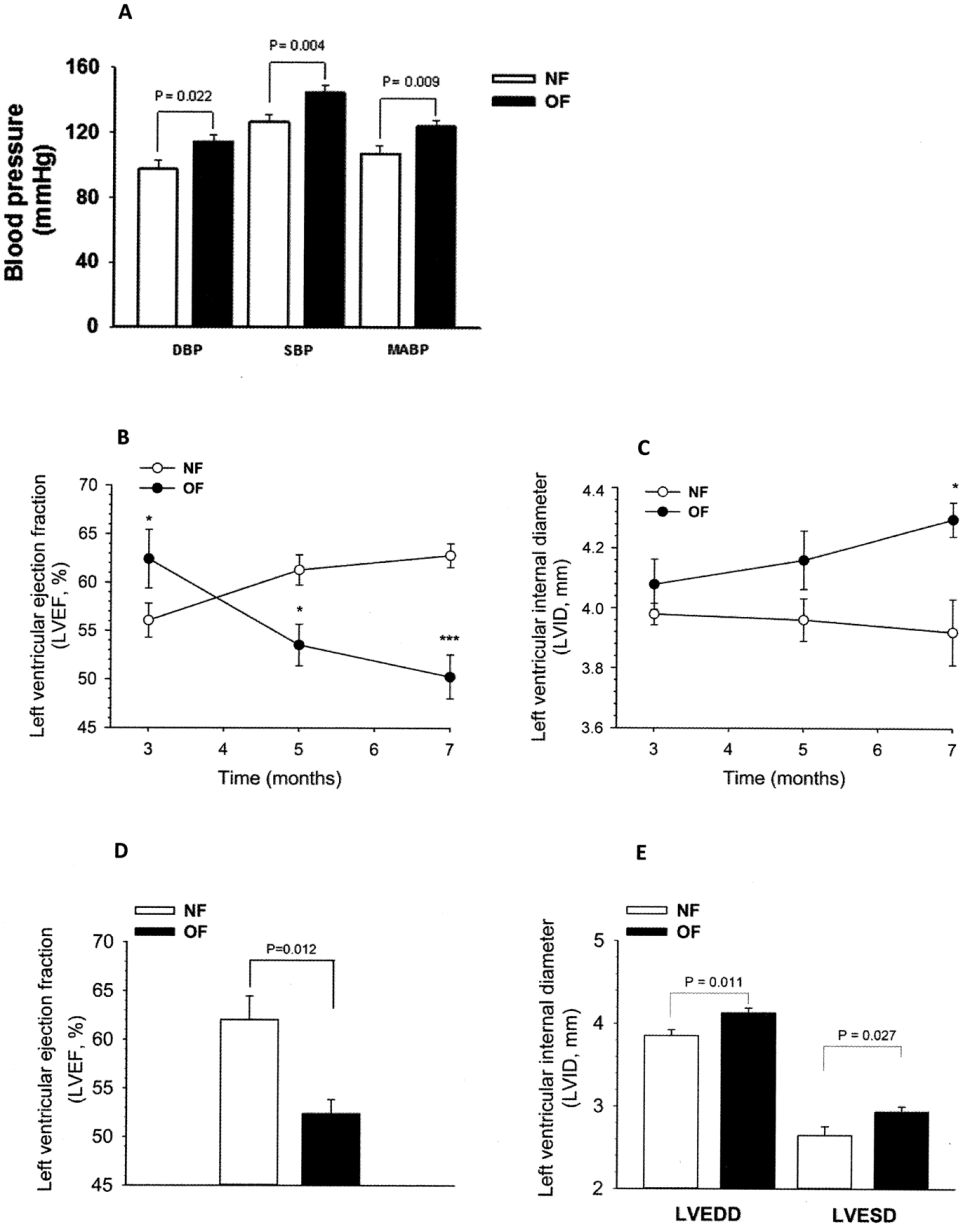
Cardiovascular function in anesthetized 7-month-old mice that were postnatally overfed (OF) by litter size reduction (3 pups/litter) or normally fed (NF) in litters of normal size (10 pups/litter). A: Diastolic (DBP), systolic (SBP) and mean arterial blood pressure (MABP) measured at 7 months by plethysmography. B: Evolution of left ventricular ejection fraction (LVEF, in %) from 3 months to 7 months of life, measured in vivo by echocardiography. C: Evolution of left ventricular internal diameter (LVID) from 3 months to 7 months of life, measured in vivo by echocardiography. *, P<0.05; ***, P<0.001 were considered significantly different from NF mice. D: left ventricular ejection fraction measured at 7 months in anesthetized NF and OF mice by echocardiography (LVEF, in %). E: left ventricular end diastolic diameter (LVEDD) and left ventricular end systolic diameter (LVESD) measured at 7 months in anesthetized NF and OF mice by echocardiography. Data are expressed as means ± SEM from 10 animals per group. P was calculated by Student’s *t*-test.

Interestingly, the ejection fraction, the proportion of left ventricular end-diastolic volume that is efficiently ejected through the aorta during the systole, that was initially slightly greater in 3-month-old OF mice, gradually decreased over time and was significantly lower in OF than in NF mouse hearts at 5 and 7 months (figure 4B and D). Additionally, left ventricular end-diastolic and end-systolic diameters increased gradually with age and were both greater in 7-month-old OF mice (figure 4C and E). The weight of OF hearts, measured ex-vivo during sacrifice, was slightly greater, but the heart to body weight ratio, a measurement of heart hypertrophy, was similar in OF and NF mice.

### Ventricular Remodeling

In intact hearts, histological studies showed a higher collagen density in adult OF mice ventricles (Figure 5A and 5B). The analysis of MMP-2 expression and activity showed greater MMP-2 expression (figure 5C) and activity (figure 5D) in OF mice heart ventricular tissue.

**Figure 5:**
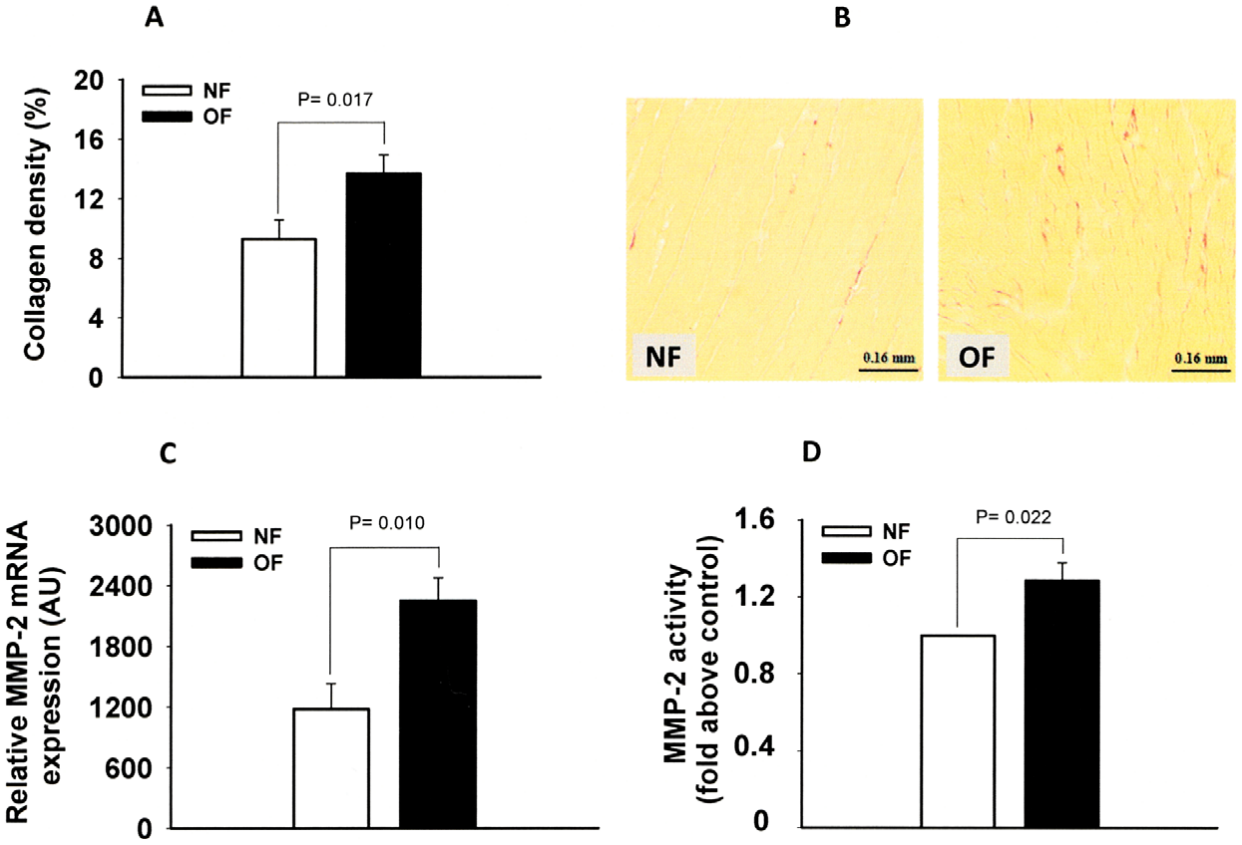
Ventricular remodeling of hearts from 7-month-old NF or OF mice. A: Collagen density (% of area) of ventricular tissues from 7 months-old NF and OF mice. B: Representative picrosirius collagen staining of ventricular tissue from 7 months-old NF and OF mice., C: MMP-2 mRNA expression in myocardial tissues from 7 months-old NF and OF mice, measured by quantitative RT-PCR, D: Metalloproteinase activity in myocardial tissues from 7 months-old NF and OF mice, measured by gelatin zymography. P was calculated by Student’s *t*-test.

### Heart’s Susceptibility to Ischemia/Reperfusion Injury

In baseline perfusion conditions, there was no difference between OF and NF mice in all of the cardiac parameters measured. After 30 minutes of ischemia, reperfusing the myocardium led to progressive but incomplete recovery of the heart’s circulating and contractile activity. In OF mouse hearts, the recovery of coronary flow (figure 6A) of LVDP (figure 6B), +dP/dt and –dP/dt were significantly impaired in comparison with these of NF mice. In addition, the evaluation of still viable (red) and necrotic zones (white) after 2 hours of reperfusion showed a far greater infarcted area (+74%) in OF hearts (figures 6C and 6D).

**Figure 6:**
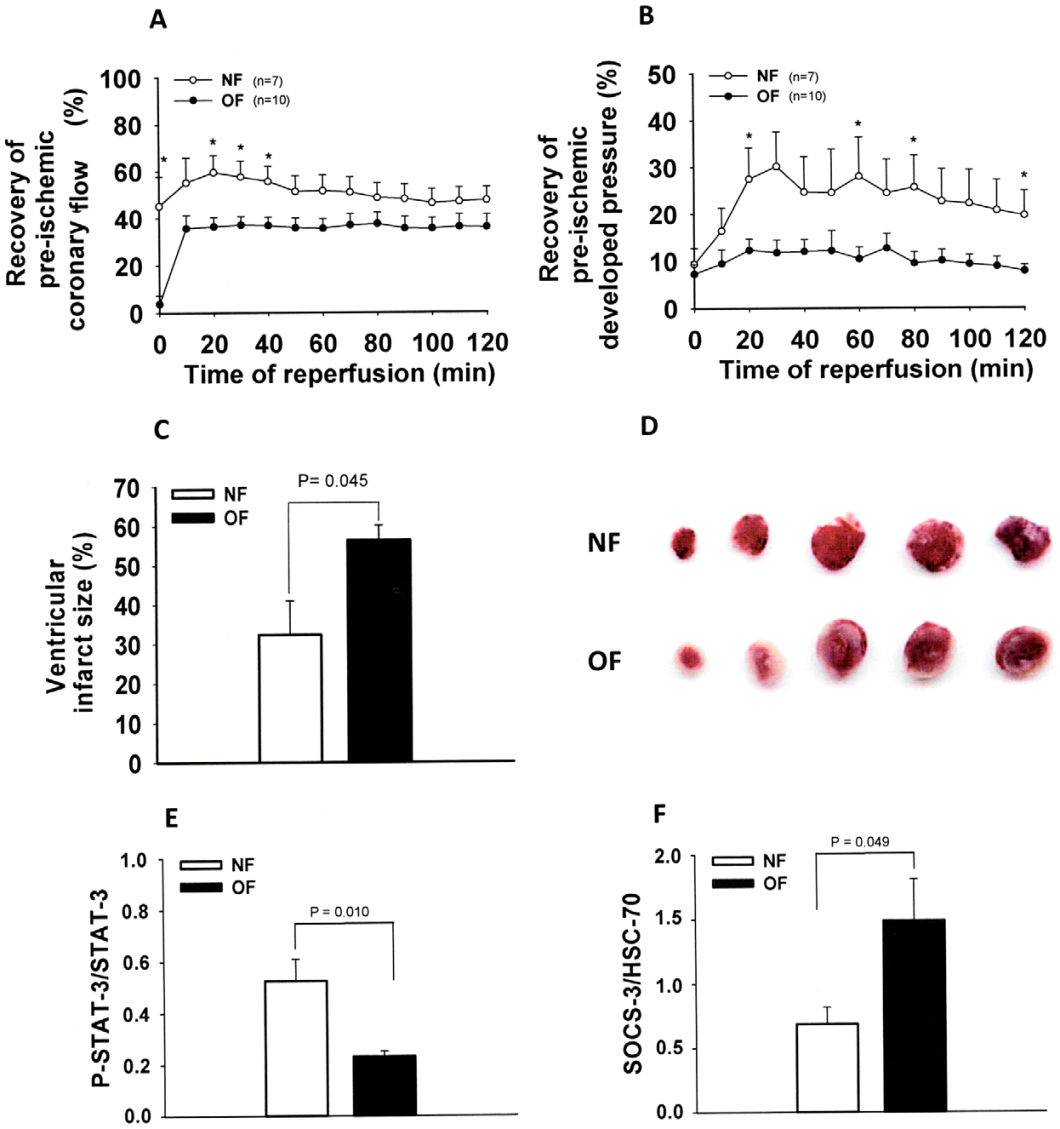
Myocardial contractility recovery, tissue injury of hearts from 7-month-old NF or OF mice, after 30 min of global normothermic ischemia followed by 2 hours of reperfusion, and expression of STAT-3 and SOCS3 in intact (non-ischemic) ventricles of 7-months old NF or OF mice. A: Recovery of pre-ischemic coronary flow (in %) of isolated Langendorff perfused hearts after 30 min of global normothermic total ischemia. B: Recovery of pre-ischemic developed pressure (in %) of isolated Langendorff perfused hearts after 30 min of global normothermic total ischemia. C: Ratios of ventricular infarcted areas/non-ischemic tissue (in %) of NF and OF mice hearts, after 30 min of global ischemia followed by 2 h of reperfusion. P was calculated by Student’s *t*-test. D: representative pictures of TTC-staining of myocardial slices of NF and OF mice after ischemia-reperfusion. Red-stained areas show non-ischemic tissue and white areas show infarcted tissue. E: Phosphorylated/total STAT-3 protein expression in intact ventricular tissue (non-ischemic) of NF and OF mice. F: SOCS-3/HSC70 protein expression measured by Western blot in intact ventricular tissue (non-ischemic) of NF and OF mice.

Western blot analysis of intact ventricular heart tissue revealed a decrease in tyrosine phosphorylated/total STAT-3 in hearts of OF mice (Figure 6E, p<0.01) and an increase in the expression of SOCS-3 (Figure 6F, p<0.05).

## Discussion

Our results show for the first time that the nutritional environment during the postnatal period induces early changes in heart gene expression that may have a long-term effect on cardiovascular function and heart structure in adult mice; and may have a deleterious impact on myocardial injury recovery after an ischemic insult.

Our study provides new original data and bring to light the fact that nutritional conditions in immediate postnatal life, such as overnutrition, may influence the expression of several genes involved in the heart’s structural organization (collagen, myosin, actin, dystrophin, dynein …) metabolism and somatotropic system (insulin-growth factors), vasoreactivity (endothelin-1 and receptor), ion channels (Scn4b), cell signaling/communication (APJ) and oxidative stress (glutathione S-transferase). It is noteworthy that these differences occurred in pups that were randomly assigned to either small or large litters, and might not be related to genetic differences due to distinct ascendants. Therefore, after only 24 days of increased milk consumption, myocardial genome expression was modified in overfed mice and may have induced some permanent changes in the cytoskeleton and organization of cardiomyocytes, even if microarrays were processed in whole heart ventricles, which contain several types of cells such as endothelial, vascular smooth muscle and fibroblastic cells in addition to cardiomyocytes. Thus, additional data are now necessary to confirm the changes detected by microarrays at the mRNA and protein levels, but also to determine which cell types are concerned by these modifications.

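Of the genes of structural organization, Acta1, the skeletal muscle actin, had a log2 ratio of OF over NF of 0.99 (SE 0.13, adjusted p = 0.0401 from limma), and the myosin light chain gene Myl1 of 0.90 (SE 0.15, adjusted p = 0.0530). The dystrophin gene Dmd was lower in OF, at -0.62 (SE 0.10, adjusted p = 0.0503), and its other probes were between -0.65 and -0.12, apart from 1 that was not above background. Dync2li1, a dynein light intermediate chain, was at 0.67 (SE 0.10, adjusted p = 0.0492), with OF replicate 5 below the other OF mice. In the somatotropic system, Igf1 was at 0.49 (SE 0.06, adjusted p = 0.0399) on its brightest probe and between -0.01 and 0.53 on the 5 that it has. Igfbp4 was at 0.61 (SE 0.08, adjusted p = 0.0414). For vasoreactivity, the endothelin-1 gene Edn1 was at 0.53 (SE 0.08, adjusted p = 0.0425). The endothelin receptor gene Ednrb was at -0.26 (SE 0.06, adjusted p = 0.109) on its brightest probe and at -0.80 (adjusted p = 0.0259) on its other probe. Without normalization between arrays, the brighter Ednrb probe was at 0.20, under the median of all probes. The sodium channel subunit gene Scn4b had the highest log2 ratio among the detected genes with adjusted p below 0.05, 2.52 (SE 0.26, adjusted p = 0.0316), a ratio of 5.72. Its normalized signal was 7.14 ± 0.36 (SD, n = 4 mice) in NF and 9.66 ± 0.43 (SD, n = 4) in OF. The glutathione S-transferase gene Gsta1 was at 0.78 (SE 0.10, adjusted p = 0.0414). For each gene named here, the OF and NF mice did not overlap (exact permutation test, two-sided p = 0.0286), and each that had an adjusted p below 0.05 lost it in each of the 8 fits with 1 mouse left out, apart from Dync2li1, which kept it without OF replicate 5 (0.0159). The paper reasons that the pups were randomly assigned to litter sizes, so that the differences might not come from distinct ascendants. From the change in expression after 24 days of increased milk consumption, it proposes permanent changes in the cytoskeleton and the organization of cardiomyocytes. It also states that whole ventricles hold several cell types, and that which of them are concerned remains to be determined.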

In the present study, we found that postnatal over-feeding (OF) induced a significant increase in body weight at weaning (+30%) which persisted at the same level with maturation. Interestingly, this increase in body weight was found to be related to an elevation of body fat mass, at the expense of lean mass. Experimental evidence during excision of the hearts revealed that adipose tissue deposition was mainly visceral but not subcutaneous, which is in favor of the “central adiposity” concept. These observations concerning increased body weight are consistent with an earlier study [5], with some differences probably due to the number of pups per mother, the strains and the composition of the standard diet.

Postnatally overfed mice displayed alterations in various biochemical parameters, such as increased plasma insulin and cholesterol. Our results confirm a previous study performed in 12-month-old mice [5] which showed increased HDL-cholesterol, triglycerides and free fatty acids. In this previous study as in ours, no modifications in fasting glucose were observed, despite alterations in glucose tolerance and a major increase in plasma insulin at weaning and later. In fact, hyperinsulinemia starts in the earliest stages of life in OF pups, and leads to permanent insulin resistance at both the hypothalamic [12] and peripheral [13] levels.

Given that OF mice had increased adipose mass, we also assessed the plasma levels of some adipokines, such as leptin, adiponectin and apelin and found higher levels of leptin in OF mice but no differences for levels of adiponectin and apelin. Leptin plays a major role in the regulation of appetite and energy balance, but it also induces a variety of actions in the cardiovascular system. An increase in leptin levels in OF rats [3], [14]–[16] or mice [5] is consistently reported in the literature, and can be explained by the fact that leptin levels are related to the amount of fat mass. Though OF mice have increased circulating levels of leptin, previous studies in rats suggested that overfeeding may induce central leptin resistance, due to lower Ob-Rb expression in the hypothalamic nucleus [16], [17].

Concerning adiponectin, the results are less consensual, but previous studies performed in rats showed no difference between OF and NF groups at 4 and 6 months [3]. Adiponectin production is inversely proportional to whole body adipose mass, and experimental studies suggest that it modulates the action of insulin and thus improves insulin sensitivity in peripheral tissues and induces general cardioprotective effects [18].

Microarray results obtained in juvenile hearts, which showed higher expression of apelin receptor in OF mice, encouraged us to explore some of the components of this adipocytokine system more thoroughly, given its increasing pathophysiological significance in nutritional disorders [19]. We report here that, despite no changes in circulating levels of apelin in young 24-day-old (data not shown) or adult postnatally overfed mice, local changes in this adipocytokine and its receptor may occur in the myocardium of young mice that were overnourished in the immediate postnatal period. In the cardiovascular system, apelin and APJ are abundantly expressed in the heart [20], [21]_ENREF_24. Apelin increases endothelium-dependent vasodilation [22] and was found to exhibit powerful inotropic activity [23]. Additionally, apelin may play an important role in cardiomyocyte specification and heart development [24]. Therefore, we speculate here that a modification in apelin receptor signaling in early postnatal life may permanently affect the development of the myocardium, a situation that may ultimately impair myocardial function.

Obesity and overweight are associated with increased oxidative stress not only in the bloodstream, but also in myocardial tissue [25]. In a previous study performed in OF rats in our group [4], we observed higher levels of plasma hydroperoxides and lower levels of vitamin C indicating exacerbated circulating oxidative stress, and the present work in OF mice confirms these initial data. Moreover, postnatal over-nutrition in mice also induced an increase in oxidative stress levels in the adult myocardial tissue, as evidenced by our ESR spectroscopy investigations. ESR is one of the few techniques that allow the direct measurement of free radical species; however, most biological reactive oxygen and nitrogen species (RONS) of interest are too short-lived to be measured directly with ESR spectroscopy. Hydroxylamine spin-probes such as CMH can be oxidized by superoxide anion or peroxynitrite, giving rise to a more stable long-lived ESR-detectable CP^•^ nitroxide, allowing detection of these unstable species in cell cultures or isolated organs [26]. This observation of increased nitro-oxidative stress in myocardial tissue of postnatally OF mice is a very original finding, and confirms the association between obesity and increased myocardial oxidative stress [27]. We also observed a significant increase in antioxidant SOD and CAT activities in heart tissue homogenates. At first sight, this appears to be a paradoxical result, but may reflect the adaptive response to increased oxidative stress.

Since postnatally overfed mice displayed metabolic alterations and increased oxidative stress, we investigated the consequences on cardiovascular parameters. First, early postnatal over-nutrition led to modifications in basal cardiovascular parameters in anesthetized mice. These included a discrete elevation in arterial blood pressure, enlarged left ventricles, and impaired left ventricular ejection fraction. To date, none of these modifications have been reported in overweight mice. Secondly, we explored the possibility of ventricular remodeling and found both greater collagen content and greater MMP-2 expression and activity in the ventricles of 7-month-old OF mice, showing an alteration in the architectural organization in the hearts of these mice, reinforcing our previous data obtained in rats [4]. These changes in myocardial organization in hearts might be the late consequences of the early modifications observed in gene expression of some isoforms of actin, myosin, collagen, dystrophin and other structural proteins that may have had a permanent impact on intracellular and organ structure. Indeed, the change in ventricular compliance could explain the impairment of ventricular ejection fraction and the enlargement of ventricular diameter. Several environmental factors such as oxidative stress or increased leptin levels might also explain the occurrence of this remodeling phenomenon. Indeed, studies have highlighted the role of leptin and insulin in the elongation of cardiac myocytes [28], ventricular hypertrophy [29], and heart failure [30].

Thirdly, we examined the recovery of pre-ischemic coronary flow, ventricular developed pressure, contractility and relaxation after I/R injury performed in vitro in isolated hearts, without any potential influence of neuro-humoral regulatory pathways. Langendorff hearts showed no differences in baseline measurements whereas the in vivo hearts did. Indeed, the conditions observed in vivo in anesthetized mice and in vitro in isolated perfused hearts differed considerably. Langendorff perfused heart must be considered a very simple tissue perfusing system, but is an essential model to explore cardiac function without any influence of endocrine or neuronal regulation, and it is very helpful to investigate myocardial response to global ischemia-reperfusion injury. We found that postnatal OF induced higher susceptibility of the heart to ischemia-induced injury, as shown by lower recovery of all of the pre-ischemic cardiac parameters and a markedly greater area of infarct. Therefore, in a stressful condition such as I/R injury, which generates a massive release of reactive oxygen-nitrogen species [31], the metabolic alterations induced by OF renders the myocardium more susceptible to damage. Additionally, the increase in collagen content and in MMP observed in ventricular tissue could also be a mediator for increased susceptibility to myocardial ischemia-reperfusion injury.

In intact (non-ischemic) ventricles, we found that the phosphorylation of STAT-3 was decreased and that the expression of SOCS-3 was increased in OF mouse hearts. STAT-3 is one of the seven isoforms found in the heart, and is a part of the “Survivor activating factor enhancement” (SAFE) pathway, which behaves as a critical molecule that protects against I/R injury [32], [33]. Indeed, STAT-3 is activated by ischemic pre- and post-conditioning [34] and various pharmacological cardioprotective agents [35]. SOCS-3 is a member of the STAT-induced STAT inhibitor, and acts as a suppressor of cytokine signaling (SOCS), inhibiting STAT-3 phosphorylation. Therefore, SOCS-3 may play a pivotal role in mediating both myocardial sensitivity to I/R injury and leptin resistance, as was recently described in the kidney of postnatally OF rats [36]. We therefore suggest that postnatal overnutrition may induce an increase in SOCS-3 expression, probably related to peripheral leptin resistance, which in turn inhibits the phosphorylation of STAT-3, thus impairing the SAFE cardioprotection pathway and rendering the hearts of OF mice more susceptible to I/R injury.

A cautionary note needs to be added concerning the use of genetically modified animals to evaluate the potential role of certain key protein genes and their impact on myocardial recovery after ischemia-reperfusion injury. Indeed, due to breeding difficulties, genetically modified mice are frequently raised in small litters, whereas their wild-type control mates are raised in normal (large) litters. According to our present data, caution should be done to compare genetically modified and wild-type mice originating from litters of equal numbers. Otherwise, some of the negative impacts of inactivating or up-regulating a gene in genetically modified mice could only be due to the long-term cardio-metabolic consequences of nutritional differences during the critical postnatal period.

To conclude, our study emphasizes that over-nutrition during the immediate postnatal period in mice leads to early changes in cardiac gene expression that may permanently modify the heart’s structural organization and metabolism and induce not only increases in myocardial markers of oxidative stress in adult mice, but also alterations in cardiovascular function and structure that are very likely to contribute to the greater susceptibility to myocardial injury after an ischemic insult. These results suggest that nutritional conditions in the immediate postnatal period should be taken into account since they may have an impact on cardiovascular risk in adulthood, and especially in the context of genetically modified mice that may be bred in small litters.

## Supporting Information

Table S1 **List of the 102 genes differentially expressed between NF and OF mice at 24 days of age.**
(DOC) Click here for additional data file.

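Table S1 lists 102 genes with the ratio of OF over NF, sorted by function. On the arrays, the brightest probe of 97 of these genes changed in the direction that the paper gives, 86 with an unadjusted p below 0.05. In limma, 63 had an adjusted p below 0.05, and 86 when p was adjusted over the list alone. The list was chosen on these arrays, so neither the shared directions nor these counts are independent evidence. With any of a gene's probes counted, 86 had an adjusted p below 0.05; 50 of the genes have several probes. The ratio was within 0.05 of the paper's for 38 genes, and for 73 with the median signal without background subtraction. The count of 63 fell to between 2, without NF replicate 4, and 10, without NF replicate 6, when 1 array was left out, and was 3 to 9 without each of the others. It was 2 with 75th percentile scaling. Among the genes with the highest ratios in the table, Cstad had a log2 ratio of 1.31 (SE 0.13, adjusted p = 0.0276). Of those with the lowest, Scgb1c1 was at -0.75 (SE 0.04, adjusted p = 0.00679), and its adjusted p stayed below 0.05 without each array in turn (0.0457 at most). Atp6ap1l was at -1.59 (SE 0.17, adjusted p = 0.0316), with OF replicate 5 below the other OF mice, and N4bp2 at -0.74 (SE 0.11, adjusted p = 0.0425). LOC790956, a ribosomal RNA sequence whose signal fell as the brightness of the arrays rose, was at -2.01 (SE 0.38, adjusted p = 0.0675). Slc5a3 was at -0.39 (SE 0.19, adjusted p = 0.398) and Ivns1abp at -0.23 (SE 0.12, adjusted p = 0.448) on their brightest probes, and at -0.90 and -1.27 on their other probes (adjusted p = 0.0316 and 0.0331). Without normalization between arrays the brightest Ivns1abp probe was at 0.18, under the median of all probes.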

How the deposited data were processed for this re-analysis (not part of the article)

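The data are the arrays of 8 hearts from male mice aged 24 days, 4 NF and 4 OF. The grouping and the replicate numbers come from the sample labels. Mice of the same litter are not independent, and the labels do not name the litters, so n counts mice throughout. No paired analysis by replicate number was possible because the replicate numbers follow the mice within each group and only 1 number, 6, occurs in both. Each slide column holds 1 array of each group, and the fit with the slide column as a block is among the alternatives. The other experiments of the paper, on mice aged 7 months and by other assays, are not analysed here.

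The authors amplified total RNA, labeled it with Cy3, hybridized it and read the scans with Agilent's Feature Extraction software. The values deposited by the authors are intensity values on a linear scale, and their table holds for all 8 arrays, at every feature, the processed signal of the scanner files, so it includes the background subtraction and no normalization between arrays. The quantile normalization that the paper names was therefore done here.

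Spots marked as outliers were set to missing, the processed signal was put on the log2 scale and quantile-normalized between arrays without the controls, and the spots of a probe were averaged. The paper's text names no background method, and no filter on dim probes before the test, so neither was added. The comparison of OF with NF used lmFit and eBayes of limma 3.58.1 in R 4.3.3 (with data.table 1.17.8), two-sided, with 6 residual degrees of freedom per probe and Benjamini-Hochberg adjustment over 55681 probes. The paper gives p<0.05 without saying whether p was adjusted, so both counts are given. For every gene of Table 3 the paper's p (0.012 to 0.048) was above the unadjusted p from limma here (0.0151 at most). This argues against the paper's p being unadjusted. Its filter was run with the mean log2 signal above and below 7. Gene sets were tested with camera (preset correlation 0.01, or estimated) and fry over 34674 genes. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Gene names are those of the files; 28390 probes carry a RefSeq identifier, and 26762 of these were found in the reference gene table, which was used for names only. Positions are those of the files on mm9 (NCBI37).

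The limma comparison was tested on simulated normalized data with 4 arrays per group and 55358 probes. Of these, 200 detected probes were changed by 1 on the log2 scale. Noise was drawn independently for each probe, so the normalization, a difference in brightness and an effect of litters were not tested. The limma comparison had these results. It called 130 of the 200 (65%), all in the right direction, with 7 unchanged probes called beside them, and 0 probes when no probe was changed. The signal limits what the arrays can show: 28021 probes were well above background in all arrays of a group. For single probes that are not above background in a group, ratios are given as approximate bounds or left out. The medians of gene lists include such probes unless the detected genes are named.

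The genes named in the text follow a rule. They are every gene named in the paper's text or Table 3, with those it measured by other assays; the 5 probes with the largest increase and the 5 with the largest decrease among those with adjusted p below 0.05 and no overlap; the 5 genes with the highest and the 5 with the lowest ratio in Table S1; and the members of marker lists, named where they are the brightest of a list. The paper's values were seen when the rule was written. Other genes named in the text were chosen after their values were seen. The marker lists cover fibroblasts, endothelial cells, cardiomyocytes, smooth muscle, atria, skeletal muscle, adipocytes, thymus, red blood cells, the cell cycle, the circadian clock, fasting, immediate early genes, male and female sex and ribosomal RNA. The tests, the lists, the rule and the alternatives were set before the data were examined, except where the text says otherwise.

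The alternatives were scaling to the 75th percentile, normexp background correction (offset 50), the median signal without background subtraction, the deposited values without normalization, outlier spots kept, dim probes filtered out, an intensity trend in eBayes, the methods' t-test in place of limma's moderated test, the slide column as a block, the mean over all probes of a gene, other thresholds in the filter, and each array left out in turn with the normalization repeated. A further 16 settings, and 32 combinations of a log2 ratio threshold of 0.4 with the other settings, were chosen after seeing the data, some of them in a search for the setting closest to the paper's values. Every count was also computed for the 35 splits of the 8 arrays into groups of 4.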

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

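The tests of the ribosomal RNA probes, of the lincRNA probes, of the sex of NF replicate 9 and of the number of arrays far from the others of their group were chosen only after these results were seen.

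For each named gene, each marker list, the 75th percentile of the signal and the mean of the spike-ins, the array farthest from the other 3 of its group was compared with the spread of the group, 144 groups in all. In 10 groups 1 array was far from the others, where chance gives 1 in 20 groups, or 7.2. A binomial test of 10 groups gave p = 0.185, and the groups share arrays and are not independent, so chance and a property of single hearts cannot be told apart for these results as a whole.

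NF replicate 8 had a log2 signal of 14.36 for Col1a1, with 13.98 to 14.04 in the other NF mice, and of 11.68 for Col6a2, with 11.38 to 11.40 in the others. Both genes are collagens, and the median of all collagen genes, relative to all arrays, was -0.01 on this array and -0.27 to -0.20 on the other NF arrays. Leaving out NF replicate 8 raised the log2 ratio of Col1a1 from 0.55 to 0.63 and that of Col6a2 from 0.46 to 0.53. The arrays were quantile-normalized, so a shift of all signals of this array is not behind it, and the fibroblast list was only slightly higher there (-0.03, with -0.10 to -0.05 in the others). More connective tissue in the piece of heart taken may be behind it, which was not tested, and no biological explanation was tested.

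OF replicate 5 was low for Dync2li1 (6.76, with 7.16 to 7.22 in the other OF mice) and for Atp6ap1l (7.01, with 7.55 to 7.63). The genes change in opposite directions in OF, so a weaker effect of overfeeding in this mouse could account for Dync2li1 only, whose log2 ratio was 0.77 without this mouse and 0.67 with it. That of Atp6ap1l was -1.44 without it and -1.59 with it. This mouse also had the lowest median of the atrial list (-1.25, with 0.20 to 0.81 in the other OF mice). Whether the piece of heart taken accounts for these values was not tested, and no biological explanation was tested.

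The probe A_55_P2036086 was at 2.21 in OF replicate 6, with 2.08 to 2.09 in the other OF mice, and Cenph was at 2.41 in NF replicate 8, with 2.14 to 2.18 in the others. Both are values of arrays in which these probes are not above background. For some spots of low signal the software puts a substitute in place of the signal (26.3% to 27.3% of the probe spots in OF arrays, 24.9% to 29.6% in NF arrays). Whether it did so for these probes was not tested. The narrow spread of such values makes a small gap stand out, and no biological explanation was tested.

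LOC790956, a ribosomal RNA sequence, was at 8.33 in OF replicate 6, with 9.33 to 9.52 in the other OF mice. OF replicate 6 was also the brightest array. Within the groups, the median of the ribosomal RNA list (LOC790956 and Rn18s) fell with the brightness of the array (r = -0.98, permutation p = 0.00694; rho = -0.95, p = 0.0156; 8 arrays as deviations from their group means), and r was -0.98 also without OF replicate 6 and NF replicate 4, the arrays farthest from the median. A dependence on brightness, or on whatever sets it, is therefore a candidate explanation for this array. The OF minus NF difference of LOC790956 was -2.01, and -0.54 with brightness as a covariate, a setting chosen after seeing the data. How much ribosomal RNA took part in the labeling, which is a technical matter, and the ribosome content of the hearts stay open.

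The list of genes on the Y chromosome was at -0.28 in OF replicate 6, with -0.01 to 0.01 in the other OF mice. This came from Uty and Kdm5d (2.14), the dimmer genes of the list, while Ddx3y (11.26) and Eif2s3y (12.22) were as high there as in the other mice, which argues against a female sample. Xist was high in NF replicate 9, 1.79 above the mean of all arrays, or a log2 signal of 4.52, with 2.42 to 2.56 in the other NF mice. It was not above background on any array. A female sample is argued against by Ddx3y, at 11.15 on this array and 11.14 to 11.26 on the others, but a small share of female tissue would not move Ddx3y, so a mixed sample cannot be told apart from noise near the background. In OF replicate 2 Xist was at -0.28, with -0.25 in the other OF mice, a gap among values below background. No biological explanation was tested for these.

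Among the lincRNA probes, which the paper does not report on, 63 of 16251 had an adjusted p below 0.05, 37 higher and 26 lower in OF. Of the 63, 43 were detected, which argues against noise near the background as the source of the calls as a set. Among the 35 splits of the arrays, the real split alone (1 of 35) gave as many, and the highest other count was 2. This argues against chance, but 1 of 35 is the smallest share that the splits allow, and the litters are not named. The lincRNA probes are 29.2% of the probes and 14.0% of those with adjusted p below 0.05, and 5012 of them were detected. Their counts carry the limits of all calls here: a dependence on the brightness of the arrays, for which the correlation of the changes with brightness was 0.29, stays open beside an effect of overfeeding.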

How the results depend on the processing

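The 16 settings marked as added, and the combinations of the 0.4 threshold on the log2 ratio with other settings, are tests chosen only after the result was seen. Where no cause is named, the cause was not tested.

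The number of probes with adjusted p below 0.05 (449) was most sensitive. It was 7 with 75th percentile scaling, 1082 with normexp background, 845 with the median signal, 1077 with the deposited values without normalization, 1715 with dim probes filtered out (fewer probes tested), 675 with an intensity trend, 163 with the methods' t-test and 0 with the slide column as a block (3 residual degrees of freedom; 8752 probes unadjusted), and 4 to 42 with 1 array left out. The 423 gene names became 7, 992, 780, 988, 1561, 158 and 0 under these settings (within 1.5 times under the trend), and 4 to 42 with 1 array left out. The probes with unadjusted p (8635) were 16684 with 75th percentile scaling and 16866 with the deposited values, where the median of all probes moved by -0.18 and 0.27, and 7465 to 8358 with 1 array left out. Outlier spots kept gave 426 probes. All 449 probes kept their direction in every fit with 1 array left out and in the settings named, except 448 with normexp and 393 with the deposited values (406 of the 406 tested with dim probes filtered out).

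Probes passing the filter above 7 (19) were 29 with the deposited values, 32 with dim probes filtered out, 3 with the slide column, 68 with a log2 ratio threshold of 0.4, 46 with B above 0, and 6 to 16 with 1 array left out. Below 7 (38) they were 1 with normexp, 3 with the median signal, 23 with the trend, 8 with the slide column, 135 with B above 0, and 22 to 33 with 1 array left out. The filter and the collagen test were not run under the methods' t-test, which gives no B. Table 3 genes (13) were 0 with 75th percentile scaling, 26 with normexp, 25 with the median signal, 23 with the deposited values, 25 with dim probes filtered out, 1 with the methods' t-test, 0 with the slide column, and 0 to 2 with 1 array left out. Table S1 genes (63) were 2 with 75th percentile scaling, 26 with the methods' t-test, 0 with the slide column, 62 to 81 in the other settings, and 2 to 10 with 1 array left out. The fall with 1 array left out goes with fewer samples.

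Aplnr lost its adjusted p below 0.05 with 75th percentile scaling (0.89, adjusted p = 0.0616), the methods' t-test (0.87, 0.0612), the slide column (0.87, 0.147) and each array left out (0.77 to 0.96), with adjusted p from 0.00909 to 0.147 over the alternatives set beforehand. Rab7 lost it with 75th percentile scaling (-0.36, 0.0992), the slide column (-0.38, 0.147) and 7 of the 8 arrays left out (-0.41 to -0.36), and was reversed with the deposited values (0.09, 0.802). The collagen median (0.31) stayed above 0 and past the threshold of camera with its preset correlation throughout (p = 0.0549 with the estimated correlation), at 0.17 to 0.70 over the other settings, those added included, and 0.29 to 0.38 with 1 array left out.

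With the deposited values, also reversed were Ednrb (0.20), Mylk3 (0.14), Cat (0.31), Hprt (0.23), Mmp2 (0.42), Sod2 (0.22) and Ivns1abp (0.18), and with no normalization between arrays (added) the same 7 genes and Rab7 (0.09) had these values; apart from Cat and Mmp2, all lie below the median of all probes there (0.27). Cat (0.090) and Stat3 (-0.052) were reversed with the mean over all probes of a gene, Sod1 with 75th percentile scaling (-0.027), and Mmp2 without NF replicate 4 (-0.090 to 0.0067 over the arrays left out). With brightness as a covariate (added) Cat was at 0.23 and Mmp2 at 0.12. Sod2 was reversed with the median signal and controls kept in the normalization (added, 0.043), with all spots singly and controls, controls kept and spots singly, or controls kept and flagged spots kept (added, 0.045 each), and with averaging before the logarithm (added, 0.0027). None of these genes but Rab7 had an adjusted p below 0.05. The 25 other named genes with adjusted p below 0.05 kept their direction, and all 25 lost the threshold under at least 1 setting that was not added; of 26 without it, 9 were reversed under at least 1 and 18 gained the threshold under at least 1.

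The added settings gave, for probes with adjusted p below 0.05, gene names and Table 3 genes: no normalization 1174, 1073 and 24; outlier spots kept with dim probes filtered out 1655, 1508 and 25, or with probes above 7 only 1921, 1744 and 25; normexp with outlier spots kept 931, 857 and 25, also with dim probes filtered out 2220, 2005 and 27, or with probes above 7 only 2162, 1960 and 27; the median signal with outlier spots kept 733, 674 and 25, also with dim probes filtered out 2150, 1948 and 26, or with probes above 7 only 2029, 1837 and 26. The median signal gave 808, 677 and 24 with all spots singly and controls, 918, 770 and 25 with controls kept and spots singly, 747, 688 and 25 with controls and outlier spots kept, 894, 747 and 24 with spots singly, 775, 714 and 25 with averaging before the logarithm, and 848, 783 and 25 with controls kept. With brightness as a covariate, limma gave 0, 0 and 0, 0 of the Table S1 genes, 4800 probes with unadjusted p, Aplnr at 0.73 (adjusted p = 0.457) and Rab7 at -0.36 (0.397). No normalization gave 16898 probes with unadjusted p, and outlier spots kept with probes above 7 gave 5632, from fewer probes tested.

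The filter above 7 gave 0 with the covariate, 30 with no normalization, 30 with outlier spots kept and dim probes filtered out, and 38 with outlier spots kept and probes above 7. Below 7 it gave 1 with the covariate and with normexp and outlier spots kept, with or without the dim filter, 3 with the median signal and controls kept, with outlier spots kept or not, and 2 with the other added settings on the median signal. It has no value where only probes above 7 were kept.

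With a threshold of 0.4 on the log2 ratio (all added), the filter above 7 gave 158 with normexp, 138 with the median signal, 29 with the deposited values, 69 with outlier spots kept, 85 with dim probes filtered out, 89 with the trend, 3 with the slide column, 30 with no normalization and 0 with the covariate; 83 and 148 with outlier spots kept and dim probes filtered out or probes above 7 only; 149, 148 and 135 with normexp and outlier spots kept, without a filter or with these filters, and 132, 148 and 146 with the median signal in the same way. It gave 159 with all spots singly and controls, 161 with controls kept and spots singly, 135 with controls and outlier spots kept, 159 with spots singly, 134 with averaging before the logarithm, and 144 with controls kept. With 1 array left out it gave 26, 54, 39 and 27 (NF replicates 4, 6, 8 and 9) and 30, 27, 43 and 40 (OF replicates 2, 3, 5 and 6).

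Signal over background limits these results: 28021 of 55681 probes were detected.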

Differences from the paper's values

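The 16 added settings and the combinations of a log2 ratio threshold of 0.4 with other settings are tests chosen only after the result was seen; the others were set before the data were examined.

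The paper's number of differentially expressed genes is 822, and 423 gene names had an adjusted p below 0.05 here. The difference is gone, taken as a factor of 1.5, with normexp background (992), the median signal without background subtraction (780), the deposited values without normalization (988) and an intensity trend (633), and stays with the other 5 alternatives and with each array left out. With p unadjusted, the count was 7362, and no alternative came within that factor of the paper's 822. Of the added settings, 9, chosen after seeing the values, gave between 674 and 1073 gene names. They are no normalization (1073, with 4 of the paper's 28 Table 3 genes and 37 of its 102 Table S1 genes not called), normexp with outlier spots kept (857, 3 and 23), and the median signal with outlier spots kept (674, 3 and 24), with all spots singly and controls (677, 4 and 26), with controls kept and spots singly (770, 3 and 24), with controls and outlier spots kept (688, 3 and 24), with spots singly (747, 4 and 25), with averaging before the logarithm (714, 3 and 24) and with controls kept (783, 3 and 23). Counted as probes, 845 with the median signal and, chosen after seeing the values, 808 with all spots singly and controls (4 and 26 not called) are the closest to the paper's 822.

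The paper's filter left 102 targets, 35 under-expressed and 67 over-expressed. Above a mean log2 signal of 7, 19 probes passed here, 11 under-expressed and 8 over-expressed. The differences in the total and in the under-expressed targets are gone with a log2 ratio threshold of 0.4 (68 and 26) and stay with the other 9 alternatives; that in the over-expressed targets stays with all 10. Below 7, as the paper prints it, 38 probes passed, 11 under-expressed and 27 over-expressed. With B above 0 (135, 37 and 98) none of these differences is left; the under-expressed targets were also within the factor with 75th percentile scaling (40) and the over-expressed with the deposited values (51) and, chosen after seeing the values, with no normalization (52, with 4 of 28 Table 3 genes and 37 of 102 Table S1 genes not called). The other alternatives, and each array left out, keep the differences. Joining the threshold of 0.4 with another setting, chosen after seeing the values, brought the total, the under-expressed and the over-expressed targets within the factor in 4 combinations (here a gene counts as passing if any of its probes passes in the paper's direction): dim probes filtered out (85, 31 and 54, with 52 of the 102 Table S1 genes not passing), the trend (89, 35 and 54, with 57 not passing), outlier spots kept with dim probes filtered out (83, 29 and 54, with 54 not passing) and outlier spots kept with probes above 7 only (148, 52 and 96, with 30 not passing). The total came within the factor in 15 of these combinations that leave out no array, the over-expressed in 18 and the under-expressed in 5. With the threshold of 0.4 and the median signal, controls kept and spots singly, also chosen after seeing the values, 0 of the 102 Table S1 genes failed to pass, among 161 spots with 131 gene names. The under-expressed count was the paper's 35 with the trend.

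In the paper's tables, 17 of the 102 ratios of Table S1 are beyond an absolute log2 ratio of 0.7, the filter's threshold, and the smallest is 0.41. On the arrays, 94 of the 102 genes had a mean log2 signal above 7 and 8 below it, and 28 had B above 2. The paper gives a share for structural genes among the over-expressed genes. In Table S1, its class of cell structure and motility holds 10 of the 67 over-expressed genes (14.9%), 12 of all 102 (11.8%), and 5 collagen genes; 11 are in Table 3.

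The paper's ratio for Ivns1abp is 0.42, and 0.85 was found here on the brightest probe. Its ratio for Ext1 is 0.63, and 0.99 was found. Both differences are gone with the mean over all probes of a gene (0.60 and 0.75) and stay with the other 9 alternatives. With brightness as a covariate, chosen after seeing the values, the ratio of Ext1 was 0.92, a gap under the factor of 1.5, with all 28 and all 102 genes not called. The other Ivns1abp probe gave 0.42 (adjusted p = 0.0331) and the other Ext1 probe 0.58 (adjusted p = 0.0346). The paper's ratio for Gab3 is 1.34, and 0.83 was found, in the other direction. It is within the factor with the deposited values (1.06), the mean over all probes (1.13), and without NF replicate 6 (0.95), NF replicate 9 (0.92) or OF replicate 5 (1.08). With normexp (0.85) and the median signal (0.84) it is beyond the factor and in the other direction, and the gap is smaller than the SD between mice. It stays with the other 6 alternatives. Of the added settings, chosen after seeing the values, no normalization gave 1.06 (with 4 of the 28 and 37 of the 102 genes not called), and 12 gave ratios in the other direction (0.84 to 0.85), beyond the factor, with a gap smaller than the SD between mice (1 to 4 and 20 to 26 genes not called). The paper's ratio for Arrdc4 is 1.47, and 0.85 was found, also in the other direction. It is gone with the deposited values (1.17) and the mean over all probes (1.15) and stays with the other 8. With no normalization, chosen after seeing the values, it was 1.17 too (4 of 28 and 37 of 102 genes not called). Other probes gave 1.53 for Gab3 (adjusted p = 0.0399) and 1.55 for Arrdc4 (adjusted p = 0.0620).

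The paper's p for the apelin receptor is 0.012, and the adjusted p was 0.0405 here. The difference is gone with normexp (0.00909), the median signal (0.0118) and dim probes filtered out (0.0139), and stays with the other 7 alternatives and with each array left out. Added settings that gave an adjusted p close to the paper's, chosen after seeing the values, were the median signal with controls kept (0.0116, with 3 of 28 and 23 of 102 genes not called), with controls kept and spots singly (0.0116, 3 and 24), with spots singly (0.0119, 4 and 25), with all spots singly and controls (0.0127, 4 and 26), with averaging before the logarithm (0.0135, 3 and 24), with controls and outlier spots kept (0.0135, 3 and 24) and with outlier spots kept (0.0141, 3 and 24), normexp with outlier spots kept (0.0110, 3 and 23), and outlier spots kept with dim probes filtered out (0.0143, 3 and 22).

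After these, the direction that Table S1 gives was not found on the brightest probe of 5 of its 102 genes: Gab3, Arrdc4, Cplx2 (over-expressed in the paper, ratio 0.92 here), Hmga1 (under-expressed in the paper, 1.02 here) and Zbtb7a (under-expressed in the paper, 1.00 here). Other probes of these genes did go in the paper's direction: 1.40 for Cplx2 (adjusted p = 0.0425), 0.74 for Hmga1 (adjusted p = 0.0259) and 0.62 for Zbtb7a (adjusted p = 0.0345). The other 97 genes, and all 28 of Table 3, had the paper's direction.

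Of the 28 Table 3 genes, 15 had an adjusted p of 0.05 or more here. All 15 were below it under at least 1 of the alternatives set before the data were examined, most of them with normexp (26 of 28 in all), the median signal (25) and dim probes filtered out (25), and 4 on another probe. Of the 102 Table S1 genes, 39 had none on the brightest probe; 27 of these were below it under at least 1 such alternative and 23 on another probe, and 3 (Arrdc4, Anxa1 and Fam160a1) under neither and under no added setting.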

Other observations

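The test of the ribosomal RNA probes against brightness, the fits with brightness and with the atrial list as a covariate and the look at single splits of the arrays were tests chosen only after the result was seen, as was the comparison of collagen with fibroblast genes under each scaling.

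Other splits of the 8 arrays into groups of 4 gave far fewer changes than NF against OF. Of 35 splits, the real one alone (1 of 35) gave as many probes with adjusted p below 0.05 (449, against 2 at most in any other) and gene names (423, against 2). The same held for probes with unadjusted p below 0.05 (8635, against 4032) and for those passing the filter above 7 (19, against 0) and below 7 (38, against 2). This argues against chance for these counts, but 1 of 35 is the smallest share that the splits allow. Litters are not named, so the splits cannot tell a difference between litters from one of feeding. The collagen median was also highest in the real split (1 of 35), but only at the fourth decimal: NF replicates 4, 6 and 9 with OF replicate 6 against the rest gave 0.3108, and the real split 0.3109. For the genes of Table 3 (13, against 0) and Table S1 (63, against 0) the count was also 1 of 35, but these genes were chosen on the real split, so it decides nothing. The slide row follows the feeding group, and no split separates them.

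The OF arrays were brighter than the NF arrays, and an effect of brightness on the calls stays open. Across the 27932 detected probes with complete values, the log2 ratio of OF over NF correlated with the slope of the probe on brightness within the groups (r = 0.29, across probes, which are not independent replicates). Shuffling brightness within the groups in all 576 ways gave a correlation as far from 0 with p = 0.026 (two-sided; -0.31 to 0.32 over the shuffles). With the log2 75th percentile of each array as a covariate, limma found 0 probes with adjusted p below 0.05 and 4800 with p below 0.05 unadjusted. All 449 probes kept their direction and p below 0.05, at 89.3% of their size. Brightness and group are correlated (0.834), so this fit separates them poorly, and the 0 calls do not decide whether brightness is behind the changes. Washing or scanning of the slide row is argued against as the source of the brightness, because spike-ins on the same arrays did not rise: the detected probes rose by 0.53 relative to them (exact permutation test, two-sided p = 0.0286). More labeled RNA on the OF arrays, or RNA with a larger share that can be labeled, may be behind it, and whether that reflects the preparation or the hearts was not tested.

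The ribosomal RNA probes were lower in OF. The list (LOC790956 and Rn18s) had a median log2 ratio of -1.41 (exact permutation test on its median per array, two-sided p = 0.0286), between -1.52 and -1.07 over the scalings compared, and the 28s probe, which is not in the list, was at -0.36 (adjusted p = 0.106). Within the groups the list median fell as brightness rose (r = -0.98), with slopes of -3.27 for LOC790956 and -2.15 for Rn18s on the log2 scale, where -1 would follow if only the other signals had risen. With brightness as a covariate, Rn18s was at 0.16, while LOC790956 stayed lower in OF, at -0.54. The data are consistent with a share of ribosomal RNA in the labeled material that varies from array to array, which could be a property of the preparation, and leave open a difference in the hearts.

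Several cell types could raise the collagen genes. A larger share of fibroblasts would raise their genes alike. As the whole cause it is argued against, because the collagen genes rose by 0.18 more than the fibroblast list, compared array by array (exact permutation test, two-sided p = 0.0286), and the most abundant fibroblast genes did not rise (Dcn -0.01, SE 0.05; Gsn -0.28, SE 0.11) beside Col1a1 (0.55, SE 0.12). The difference of 0.18 depended on the scaling and background: it was 0.07 with normexp (exact permutation p = 0.171), 0.10 with the median signal (exact permutation p = 0.0286) and 0.12 with 75th percentile scaling or the deposited values (exact permutation p = 0.0857), and over the detected collagen genes 0.24, with 0.17 to 0.20 under these settings (exact permutation p from 0.0286 to 0.0571). Dcn stayed behind Col1a1 under each of them (-0.01, SE 0.07, and 0.54, SE 0.10, with normexp; 0.30, SE 0.14, and 0.95, SE 0.17, with the deposited values). The fibroblast list itself had a median log2 ratio of 0.16 (exact permutation p = 0.0286; camera p = 0.00213 and fry p = 0.0110, but 0.158 with the estimated correlation), and a change within fibroblasts stays open. A lower share of cardiomyocytes would raise the lists of the other cell types alike. As the whole cause it is argued against by the same values, mainly the gap between Dcn and Col1a1, since the difference of 0.18 was smaller under other settings. The cardiomyocyte list decides little here, since quantile normalization gives its brightest genes nearly the same values on every array. The fibroblast list rose by 0.069 more than the endothelial list (exact permutation test, two-sided p = 0.171), a difference within the spread, so a small shift in shares beside a change within fibroblasts stays open. The endothelial list was at 0.09 (exact permutation p = 0.2), the cardiomyocyte list at 0.02 (exact permutation p = 0.486; -0.24 with 75th percentile scaling, where the median of all probes was -0.18), and the smooth muscle list at 0.04 (exact permutation p = 0.571; -0.03 over its detected genes). Their brightest genes were Egfl7 (0.04), Myl3 (0.02) and Acta2 (0.68, adjusted p = 0.197).

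For Acta1 and Myl1, skeletal muscle in the OF samples would bring all its abundant transcripts. As the whole source it is argued against by the 3 brightest genes of the skeletal muscle list, with a median log2 ratio of -0.35: Atp2a1 (-0.35) and Tnni2 (-0.37) were lower in every OF mouse than in every NF mouse, and Myh8 was at -0.15. These genes were also bright in NF (log2 signal of 11.26 or more), so a small addition could go unseen in them. Of the 7 detected genes of the list, 4 were lower in OF, with Pvalb (-0.39), and 3 were higher, Mybpc2 (0.77, adjusted p = 0.125), Tnnt3 (0.51) and Tnnc2 (0.23), so the ratios of the detected genes as a whole decide nothing. Myh1, Myh2, Myh4, Mylpf and Actn3 were not detected (mean log2 signal from 2.10 to 2.66), so these transcripts were not abundant in the OF samples. The whole list was at 0.01 and changed sign with the scaling, from -0.36 with 75th percentile scaling to 0.10 with the deposited values. More atrial tissue in the OF samples could raise them too. The atrial list had a median of 0.042 (exact permutation test on its median per array, two-sided p = 0.857; -0.01 with 75th percentile scaling), with members going both ways and a wide spread between mice (Nppa 0.39, SE 0.61), which decides nothing. As the whole cause it is argued against by the values per mouse: OF replicate 5 had the lowest atrial score of all mice (-1.25), with Acta1 (13.07) and Myl1 (13.04) above every NF mouse (at most 12.46 and 12.61). With the atrial score as a covariate, Acta1 was at 0.98 (SE 0.13) and Myl1 at 0.88 (SE 0.11). A small part of the rise from atrial tissue stays open. An effect of overfeeding on these genes stays open.

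Thy1, which Table S1 lists as over-expressed, had a log2 ratio of 0.61 (adjusted p = 0.0519). Thymus in the OF samples is argued against by the thymus genes that were detected, with a median of -0.21 (Cd4 -0.24, Cd3e -0.21, Lck 0.09). The whole list was at -0.12, and at 0.18 with the deposited values, where the median of all probes was 0.27.

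More fat around the heart in the OF samples is argued against as a source of the genes higher in OF, because the adipocyte list was lower in OF. Its median was -0.92 (exact permutation test on its median per array, two-sided p = 0.0857), with 9 of 11 genes lower and -1.01 to -0.47 over the scalings. More fat in the NF samples, as a source of genes lower in OF, was not tested and stays open. Its brightest gene, Fabp4, was at 0.18. NF replicate 6 had the highest median of the list (1.41), with Ucp1 at 9.32, but the lowest Fabp4 signal of all arrays (16.24). Blood left in the hearts cannot be told apart from no difference: the red blood cell list had a median of -0.73 (exact permutation p = 0.257), and the values of that list varied more between mice of a group than between the groups (Hba-a2 -0.17, SE 0.25). The depth of the fast (fasting list 0.063, exact permutation p = 0.8, and -0.01 with 75th percentile scaling) cannot be told apart from no difference either. The same holds for the handling time before freezing (immediate early list -0.089, exact permutation p = 0.857, and 0.25 with the deposited values). Members of the fasting and immediate early lists went both ways, while all 8 genes of the red blood cell list were lower in OF. For the time of day of harvest, the circadian list had a median of 0.042 (exact permutation p = 0.571, and -0.04 with 75th percentile scaling). This median cannot decide, because a clock shift would move Arntl and Npas2 opposite to Per2, Dbp and Nr1d1. Arntl (-0.16, SE 0.17) and Npas2 (-0.33, SE 0.36, not detected) were lower in OF. Dbp (0.70, SE 0.26, no overlap between the groups) and Nr1d1 (0.22, SE 0.21) were higher, and Per2 (-0.07, SE 0.14) was not. A difference in the time of day stays open. The brightest genes of the circadian, fasting and immediate early lists were Tef (0.15), Acaa2 (0.08) and Jun (0.03). The list of male genes was at 0.02 (exact permutation p = 0.229; -0.11 with 75th percentile scaling and -0.06 with the median signal) and Xist, the female list, was not above background on any array, so no ratio is given.

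The cell cycle list was higher in OF, with a median log2 ratio of 0.46 and 12 of 14 genes higher (exact permutation test on its median per array, two-sided p = 0.0286; camera p = 3.4e-05 and fry p = 0.00352, but 0.0535 with the estimated correlation). The median was 0.32 over its detected genes and stayed above 0 over the scalings, from 0.19 with normexp to 0.87 with the deposited values. Of its genes, Mcm3 had an adjusted p below 0.05 (0.48, adjusted p = 0.0346), and 6 when p was adjusted over the list alone. Its brightest gene, Pcna, was at -0.01 (SE 0.05). These values are consistent with more dividing cells in the OF hearts at 24 days, as a hypothesis, beside the brightness of the arrays, which stays open. The cell type was not tested.

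The paper measured several genes by other assays or at other ages, and the arrays of 24-day-old hearts hold their transcripts. Apln had a log2 ratio of 0.43 (SE 0.20, adjusted p = 0.364; exact permutation test, two-sided p = 0.114). The paper normalized its PCR to Hprt, which was at -0.21 on the arrays (SE 0.05, adjusted p = 0.103), with no overlap between the groups (exact permutation test, two-sided p = 0.0286). With the deposited values Hprt was at 0.23, under the median of all probes. Sod1 was at 0.06 (SE 0.03, adjusted p = 0.508), Sod2 at -0.05 (SE 0.05, adjusted p = 0.695) and Mmp2 at -0.04 (SE 0.08, adjusted p = 0.849). Cat was at -0.15 (SE 0.13, adjusted p = 0.673) on its brightest probe and at 0.33 (adjusted p = 0.183) on the other. Stat3 was at 0.18 (SE 0.11, adjusted p = 0.517) on its brightest probe and at -0.28 (adjusted p = 0.183) on the other. Socs3 was at 0.10 (SE 0.14, adjusted p = 0.786). None of these had an adjusted p below 0.05 in limma.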
